# Clonal copy-number mosaicism in autoreactive T lymphocytes in diabetic NOD mice

**DOI:** 10.1101/gr.247882.118

**Published:** 2019-12

**Authors:** Maha Alriyami, Luc Marchand, Quan Li, Xiaoyu Du, Martin Olivier, Constantin Polychronakos

## Abstract

Concordance for type 1 diabetes (T1D) is far from 100% in monozygotic twins and in inbred nonobese diabetic (NOD) mice, despite genetic identity and shared environment during incidence peak years. This points to stochastic determinants, such as postzygotic mutations (PZMs) in the expanding antigen-specific autoreactive T cell lineages, by analogy to their role in the expanding tumor lineage in cancer. Using comparative genomic hybridization of DNA from pancreatic lymph-node memory CD4^+^ T cells of 25 diabetic NOD mice, we found lymphocyte-exclusive mosaic somatic copy-number aberrations (CNAs) with highly nonrandom independent involvement of the same gene(s) across different mice, some with an autoimmunity association (e.g., *Ilf3* and *Dgka*). We confirmed genes of interest using the gold standard approach for CNA quantification, multiplex ligation-dependent probe amplification (MLPA), as an independent method. As controls, we examined lymphocytes expanded during normal host defense (17 NOD and BALB/c mice infected with *Leishmania major* parasite). Here, CNAs found were fewer and significantly smaller compared to those in autoreactive cells (*P* = 0.0019). We determined a low T cell clonality for our samples suggesting a prethymic formation of these CNAs. In this study, we describe a novel, unexplored phenomenon of a potential causal contribution of PZMs in autoreactive T cells in T1D pathogenesis. We expect that exploration of point mutations and studies in human T cells will enable the further delineation of driver genes to target for functional studies. Our findings challenge the classical notions of autoimmunity and open conceptual avenues toward individualized prevention and therapeutics.

Type 1 diabetes (T1D) is an autoimmune disease caused by targeted destruction of the insulin-producing beta cells through infiltration of autoreactive T lymphocytes (Polychronakos and Li 2011). The disease is antigen-specific, in which this autoimmune process of infiltration destroys only the insulin-producing beta cells. Although T1D is known to depend on both inherited susceptibility and environmental factors, these alone may not explain all of the disease. Concordance in monozygotic twins is only 65% and age of onset can differ by several decades (Redondo et al. 2008). A shared environment in early life, at the onset in the first twin, also raises some doubt about whether environment accounts for this difference (Knip et al. 2005). Similarly, in the inbred nonobese diabetic (NOD) mouse model, not all females develop the disease and males have an incidence of <50% despite being genetically identical and kept in a standardized environment (Makino et al. 1980). These observations suggest stochastic events. One plausible such event could consist of postzygotic genetic changes in the expanding antigen-specific autoreactive T cell lineages.

The hypothesis suggesting the contribution of postzygotic mutations (PZM) in the pathogenesis of autoimmune diseases was first put forward in 1972 by Burnet (Burnet 1972), who proposed that the stochastic nature of autoimmune diseases might be caused by a combination of germline and somatic mutations that interrupt normal mechanisms for eliminating self-reactive lymphocytes and causing the development of “forbidden clones.” The hypothesis was proposed again in 2007 by Goodnow (Goodnow 2007), who hypothesized a major contribution of PZMs in the pathogenesis of autoimmune diseases, in a paradigm similar to the pathogenesis of cancer. In 2004, Holzelova (Holzelova et al. 2004) detected heterozygous dominant *Fas* mutations in a fraction of T cells of sporadic cases of the autoimmune lymphoproliferative syndrome (ALPS) without the development of lymphoma. This condition follows the conventional two-hit cancer model, with the somatic mutation compounding one inherited on the opposite allele (Dowdell et al. 2010; Magerus-Chatinet et al. 2011). Here, we hypothesized that the phenomenon applies more generally in autoimmunity and involves modulation (not necessarily complete loss of function) of multiple genes.

In blood cells, PZMs (copy-number or point mutations) result in a mosaic state that can occasionally be detected in the peripheral whole blood of healthy individuals (Forsberg et al. 2012; Jacobs et al. 2012; Laurie et al. 2012). These findings almost certainly underestimate the frequency of these events in the general population, as peripheral whole-blood is a heterogeneous mixture, within which the PZM mosaicism is too low to cause a clinical phenotype or to be detectable by conventional methods (Jacobs et al. 2012). PZM frequency increases with age, indicating that their rise to detectable levels is due to some proliferation/survival advantage. The contribution of copy-number somatic mutations in the pathogenesis of cancer has been established and has enabled therapeutic advances.

In this study, we investigated the PZM hypothesis as part of the cause of diabetes in NOD mice, a model of spontaneous insulitis that closely recapitulates the destruction of the beta cells by autoreactive CD4^+^ and CD8^+^ T cells in T1D (Polychronakos and Li 2011; Pearson et al. 2016). Similar to human T1D, diabetes in NOD mice is caused by a combination of polygenic inheritance and environmental factors (Polychronakos and Li 2011; Pearson et al. 2016). Female mice are predominantly affected (90%–100%), while males develop it at an older age with lower frequency. We hypothesize that PZMs cause T cells to escape self-tolerance checkpoints, with expansion of autoreactive lineages. As a first step, we focused on copy-number mutations, since they are known to occur in blood cells and have more obvious functional effects.

## Results

To test the hypothesis, we compared the genomes of the autoreactive lymphocytes (memory cells from pancreatic lymph nodes [PLN]) to the germline genome (tail DNA) of the diabetic mice by comparative genomic hybridization (CGH) to identify somatic copy-number mutations in the proliferating immune cells.

In our vivarium, 90%–100% of the female NOD mice and about 50% of males become diabetic (Supplemental Fig. S1). We euthanized NOD mice, within 2–4 d of hyperglycemia onset and obtained the PLNs and a tail-clip sample. Memory CD4^+^ cells from PLNs were isolated on a FACSAria sorter based on the SELL^neg^/CD44^hi^ phenotype (Fig. 1A,B). Average yield was 124,672 CD4^+^ cells per mouse. In six out of the 25 mice examined, all T cells were negative for selectin, lymphocyte (SELL, also known as CD62L), indicating a strong preponderance of memory cells in the PLN (Fig. 1C,D). DNA from these cells was analyzed by CGH, with tail DNA as reference.

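Each of the 25 diabetic NOD mice, an inbred strain that develops autoimmune diabetes spontaneously, gave 1 array of CD4+ memory T cell DNA from the PLN against tail DNA of the same mouse. They were 22 females and 3 males aged 9 to 29.1 weeks. In a CGH array the test and the reference DNA carry different dyes, Cy3 and Cy5, and the ratio of the dyes at a probe reports the copy number there. The array held 170305 probes, 161460 of them autosomal, with a median spacing of 10843 bp on mouse build mm9. Further arrays covered 4 samples of peripheral LN cells, 17 L. major-infected mice, the technical controls M26 and M9B, 3 mixtures of tail DNA and 1 BALB/c tail, which makes 52 arrays on 17 slides. The authors amplified the DNA, had the arrays scanned and extracted, and deposited the intensity of each spot in both dyes after background subtraction and a linear scaling of the dyes. From those intensities the LRR, log2 of test over reference, was computed here, spots of a probe were averaged, control spots and outlier spots were left out, and each array was centred on its autosomal median. The paper describes the LRR as Cy3 over Cy5. The sample labels put the test DNA in Cy3 on 32 arrays and in Cy5 on the other 20, and the direction of every LRR given here follows the labels, so it opposes the paper's formula on those 20. Cy5 carried the test DNA of M16, M17, M20 and M21, of all 4 peripheral LN samples and of 12 of the 17 infected mice. Signals were well above background at 91.4% to 99.9% of the spots of an array, and the derivative log ratio spread (DLRSpread), the noise between neighboring probes, was 0.147 to 0.326. A CNA was called here where a circular binary segmentation (CBS) segment with a change-point p of at most 1e-04, 3 or more probes and a mean LRR of at least 0.25 in size had 50% or more of its probes inside same-sign intervals of an ADM-type score of 6 or more. This caller was written after the paper's thresholds and is not the authors' software. Probes in NOD or BALB/c germline differences (2368) and in the T cell receptor windows (177) were left out of the calls, as were calls on Chr Y of female mice. With 1 array per mouse, the number of arrays limits the precision.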

**Figure 1.**
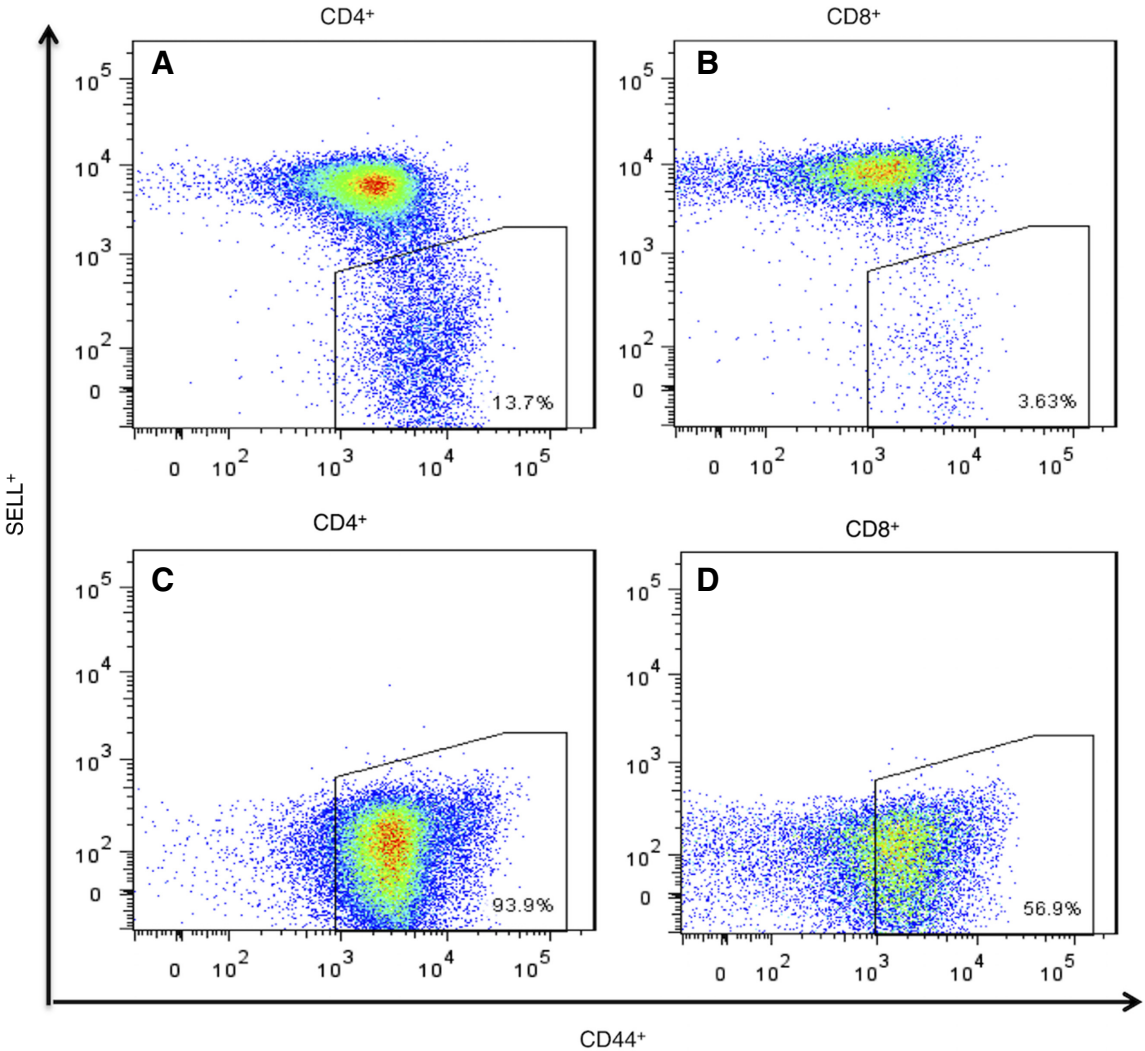
Flow-sorting of memory CD4^+^ and CD8^+^ T cells from NOD mouse PLNs using the established surface-marker phenotype SELL^neg^/CD44^hi^. (*A*,*B*) Normal profile observed in most samples of CD4^+^ and CD8^+^ T cells (*n* = 19). (*C*,*D*) Profile of sorted memory cells in six animals (*n* = 6) in which all cells were SELL^neg^ with CD44^+^ in the lower part of the range for memory cells.

### Positive and negative controls

CGH data of all samples revealed the expected deletions at the T cell receptor loci (B, G, and A–D subunits) due to genomic rearrangements to create TCR diversity in lymphocytes—a naturally occurring positive control (Fig. 2).

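Memory CD4+ T cells had lost DNA at all 3 TCR loci on nearly every array. Over the TCRB window on chromosome 6 from 40841295 to 41508370 (57 probes) the mean LRR was -0.78 ± 0.12 (SD, n = 25 diabetic mice), and it was below 0 in 25 of 25. TCRG, on chromosome 13 from 19269911 to 19444212 (10 probes), had -0.64 ± 0.20 (SD), and TCRA-D, on chromosome 14 from 53047603 to 54842772 (82 probes), had -1.38 ± 0.33 (SD), each below 0 in 25 of 25 mice (sign-flip permutation test, two-sided p = 1e-05 at each locus, the smallest that the permutations can give). The 4 peripheral LN samples had -0.58 ± 0.04, -0.26 ± 0.04 and -1.04 ± 0.09 (SD) at TCRB, TCRG and TCRA-D (exact p = 0.13 at each, the smallest that 4 samples allow). The L. major-infected mice had -0.56 ± 0.18, -0.28 ± 0.28 and -1.17 ± 0.38 (SD, n = 17), with TCRG below 0 in 16 of 17. At the immunoglobulin loci, which rearrange in B cells, the diabetic mice had a mean LRR of -0.02 ± 0.06 at Igh (sign-flip permutation test, p = 0.18), -0.05 ± 0.09 at Igk (p = 0.017) and 0.13 ± 0.10 (SD, n = 25) at Igl (p = 1e-05), which was above 0 in 24 of 25. Igh and Igk changed side with the dye, at -0.03 and -0.07 in the diabetic mice with the test DNA in Cy3 and 0.05 and 0.09 in the 4 in Cy5, while Igl was above 0 in both (0.11 and 0.24). In the self-hybridization M26 the TCR loci had -0.01, 0.02 and 0.03. The TCR losses were on average deeper on the arrays with the test DNA in Cy3. At TCRB the difference between diabetic and infected mice was -0.22 over all mice (permutation test, p = 4e-05), with -0.82 against -0.82 within Cy3 (exact permutation test, p = 0.94, n = 21 and 5) and -0.56 against -0.45 within Cy5 (exact permutation test, p = 0.0016, n = 4 and 12). At TCRG it was -0.36 over all mice (permutation test, p = 4e-05), with -0.72 against -0.69 within Cy3 (exact p = 0.45) and -0.24 against -0.11 within Cy5 (exact p = 0.0088). At TCRA-D it was -0.21 over all mice (permutation test, p = 0.057), with -1.47 against -1.72 within Cy3 (exact p = 0.061) and -0.93 against -0.94 within Cy5 (exact p = 0.82). Of the 12 infected mice within Cy5 7 were BALB/c, and against the 5 NOD mice alone the difference was -0.11 at TCRB (exact permutation test, p = 0.024) and -0.07 at TCRG (p = 0.12).

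**Figure D1:**
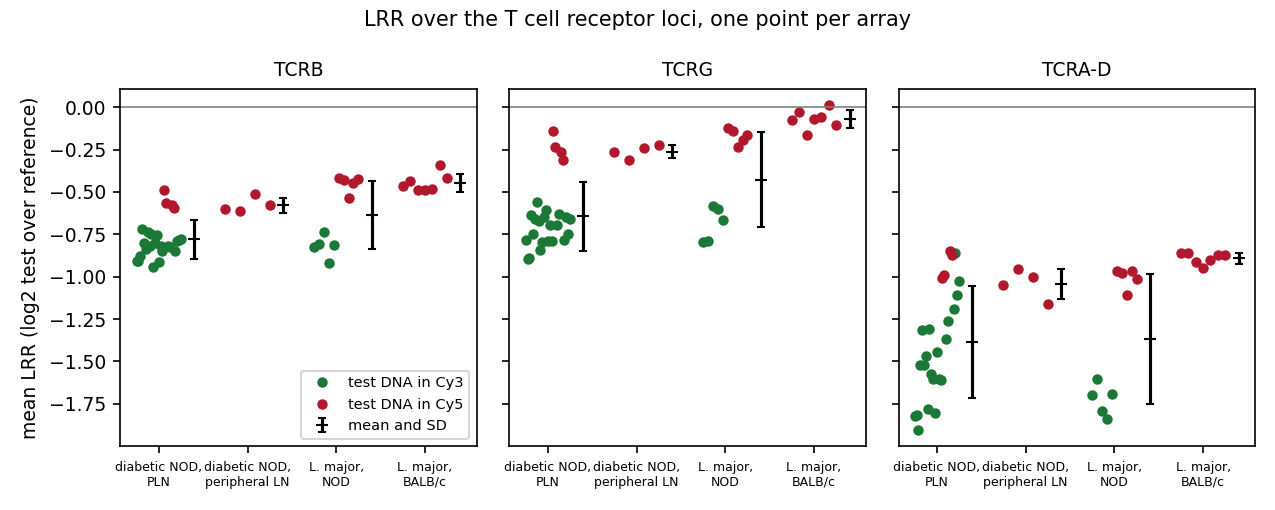
Mean LRR (log2 of test over reference) over the TCRB, TCRG and TCRA-D windows, one point per array by group, coloured by the dye of the test DNA, with the mean and SD of each group at its right. Arrays with the test DNA in Cy3 lie lower than those in Cy5 at TCRB and TCRG. At TCRA-D they lie lower on average, but M23 (-0.86), M25 (-1.03) and M24 (-1.11) lie among the Cy5 arrays. At TCRG 1 BALB/c mouse lies just above 0.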

**Figure 2.**
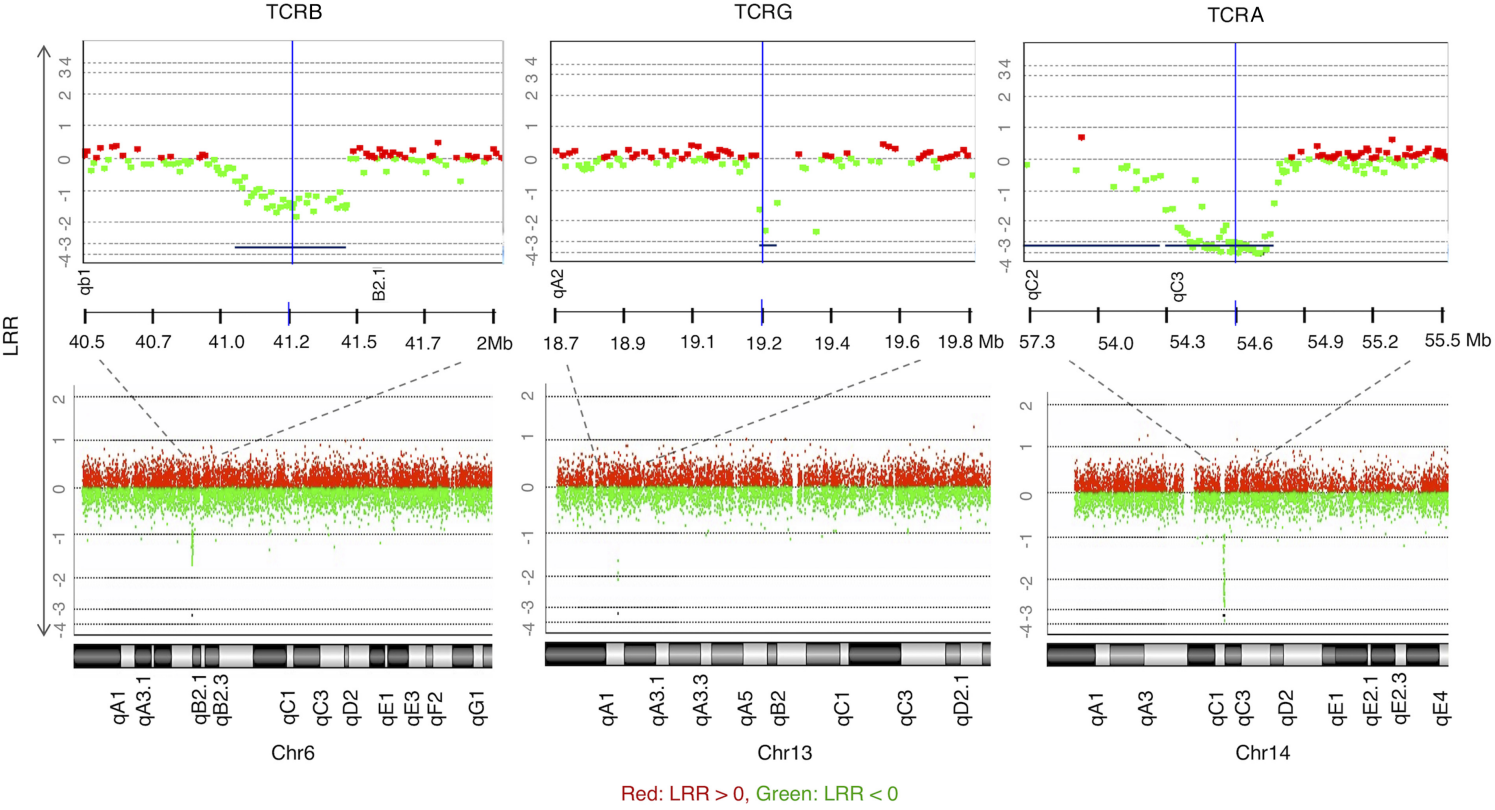
CGH array results demonstrating positive controls for T cell CNAs observed in all samples (to illustrate, M1 is shown here), copy loss (regions represented by lines *below* the graph) at regions of TCR genomic rearrangements of the β-chain on Chr 6, γ-chain on Chr 13, and α-chain on Chr 14 (DLRSpread value: M1: 0.21). LRR (log relative ratio) is the base 2 log of the Cy3/Cy5 ratio.

Technical controls evaluating the specificity of the method demonstrated an absence of amplification artifacts in CNA calls. As expected, no CNAs were called when the same sample was used as test and reference due to the identicality of the two samples (Sample M26; DLRSpead value: 0.17). Moreover, no CNAs were called for the duplicate samples M9 and M9B (DLRSpead value: 0.18 and 0.21, respectively).

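The self-hybridization M26, DNA of C57BL6/J lymphocytes amplified in parallel for test and reference, had no CNA on an autosome or on Chr X. The calls made here were 2 losses on Chr Y, from 331819 to 351965 (3 probes, mean LRR -0.83), which holds Eif2s3y, and from 1469109 to 1534986 (4 probes, mean LRR -0.55), which holds no annotated gene. Its Chr Y signal was 0.094 of that of chromosome 19, the level of a female, so both calls lie where there is next to no DNA to measure. With normexp background correction, with 5 or more probes per CNA, with probes weighted by their error or on autosomes only, there were 0 calls in M26, and with the ADM-type score alone 8.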

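The repeat amplification of M9 tracked the first along the genome more closely than it did at single probes. LRRs of M9 and M9B correlated with r = 0.94 over 2383 autosomal bins of 1 Mb and r = 0.65 over 161460 probes. Other PLN arrays had a median r with M9 of 0.51 over bins (highest 0.91) and 0.35 over probes (highest 0.65), so the duplicate stood above the other arrays over bins and not at single probes. Bins and probes are not independent replicates. The caller used here gave 7 CNAs in M9 and 7 in M9B, of which 2 of M9's were also in M9B. With normexp background correction there were 1 and 4, with the authors' deposited log2 values or, chosen after seeing the data, with GC content regressed out 1 and 2, and with the ADM-type score alone 42 and 29. From the absence of calls in these controls in its own analysis, the paper states that its CNA calls held no amplification artifacts.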

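Tail DNA of NOD mice was mixed with C57BL6/J tail DNA, the strain of the reference genome, to imitate mosaicism at loci where the strains differ in copy number. There was 1 array per mixture, each against C57BL6/J tail DNA, so the values have no replicate error. The paper gives the middle mixture as 50% NOD, and the sample labels give 75%; the paper's share is used to name it here. The LRR of each mixture was read over the probes of the 50 loci the paper lists for the 100% NOD array (37 losses and 13 gains), and the loci were also called anew with the caller used for the mice. The NOD share was estimated as the slope, through the origin, of the mixture's linear change in ratio on that of the 100% array over those loci, with a bootstrap over loci for its 95% interval. DLRSpread was 0.233 for the 100% array, 0.203 for the middle and 0.147 for the 25% mixture.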

To evaluate the sensitivity of CGH for mosaic CNAs, we evaluated mixtures of NOD and C57BL6/J tail DNA against C57BL6/J as a reference. 

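NOD copy losses faded with dilution but stayed visible at 25%. Over the 37 loss loci the mean LRR was -2.46 ± 1.34 (SD over loci) at 100% NOD, -0.77 ± 0.32 in the middle mixture and -0.37 ± 0.16 at 25%, and all 37 were below 0 at each share. The ratio of test to reference signal, taken per locus and then averaged, was 27.0%, 60.0% and 77.6%. Calls made here covered 47 of the 50 loci at 100% NOD, 41 in the middle mixture and 26 at 25%. The slope over loci gave an NOD share of 80.8% [56.3 to 85.2] in the middle mixture and 61.2% [31.5 to 66.8] at 25%. With normexp background correction it gave 60.7% [56.7 to 65.2] and 34.4% [32.1 to 39.5]. Taken over the losses only, which was chosen after seeing the data, it gave 55.1% [53.5 to 56.7] and 30.9% [29.0 to 32.6], and over the 13 gains only 83.4% and 64.1%. Loci are not replicates of a mixture.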

Known CNVs between the two strains were detectable and statistically significant even at 25% mosaicism (Fig. 3A) and correlated linearly with the Cy3/Cy5 ratio (Fig. 3B; Supplemental Data S1), allowing a rough estimation of mosaicism.

**Figure 3.**
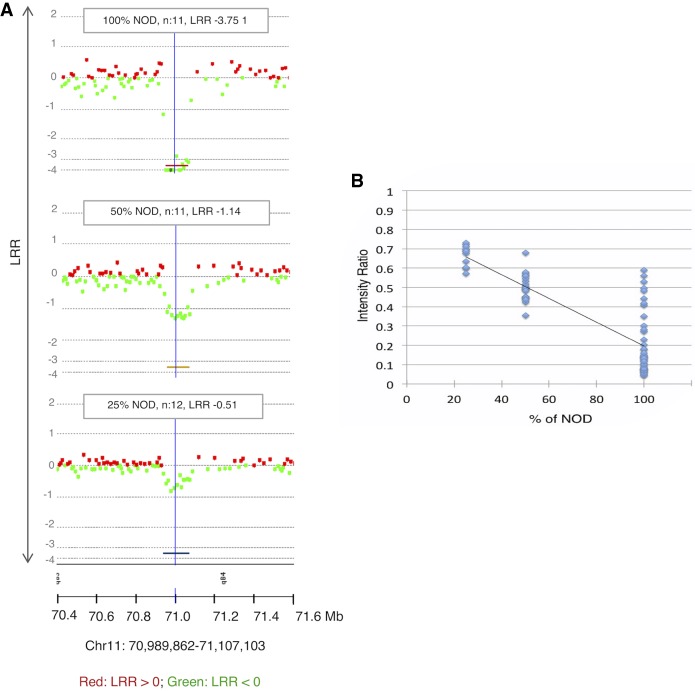
Detection of mosaicism. (*A*) Example of results of the three mixtures of germline NOD and C57BL6/J at the indicated percentages against 100% C57BL6/J as a reference. A known germline CNV between the two strains at Chr 11: 70,989,862–71,107,103 (region represented by colored lines *below* the charts) is significant even at 25%. (*B*) The intensity ratio of NOD copy losses is significantly lower than the baseline represented by 1, allowing estimates of mosaicism even <25% (DLRSpread values: 100% NOD: 0.23; 50% NOD: 0.20; 25% NOD: 0.15); *n* = number of probes.

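The loss on chromosome 11 from 70989862 to 71107103, which overlaps Nlrp1b, a sensor of the inflammasome, was called at every share. Its 11 probes had a mean LRR of -3.98 ± 0.79 (SD over probes) at 100% NOD, -1.15 ± 0.12 in the middle mixture and -0.54 ± 0.15 at 25%. As ratios of test to reference, taken from the mean LRR, these are 6.34%, 45.0% and 68.7%. Nlrp1b lies from 70966604 to 71044235 on the minus strand. Because known germline losses stayed detectable in the 25% mixture and followed the ratio of the dyes, the paper concludes that the array can give a rough estimate of mosaicism.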

### Recurrent postzygotic copy number changes in pancreatic lymph nodes of T cells of different mice

The 25 tested mice (22 females and three males) (Supplemental Table S1) had a total of 403 somatic CNAs (Supplemental Data S2, S3). 

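PLN memory T cells of the 25 diabetic mice held 1088 CNAs by the calls made here, spread very unevenly. M23 had 390 and M25 132, while M16 had 172, M4 156 and M12 101, and the median mouse had 6. The mean was 43.5 ± 88.6 (SD, n = 25), and 23 of the 25 mice had at least 1 CNA. Most of the CNAs of M23 and M25 were gains, 336 of 390 and 123 of 132. Log ratios of M4, M12 and M16 fell with the GC content of the 40 kb around a probe (variance explained 28.3%, 16.8% and 28.5%). Those of M13 and M15 rose with it (20.9% and 15.2%), and these mice had 6 CNAs each. A cubic regression of each array on that GC content, a setting chosen after seeing the data, left 576 CNAs: 360 in M23, 153 in M25, 15 in M22, 1 in M4, 2 in M12 and 1 in M16. With the authors' deposited log2 values there were 526, of which 327 were in M23 and 136 in M25.

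**Figure D2:**
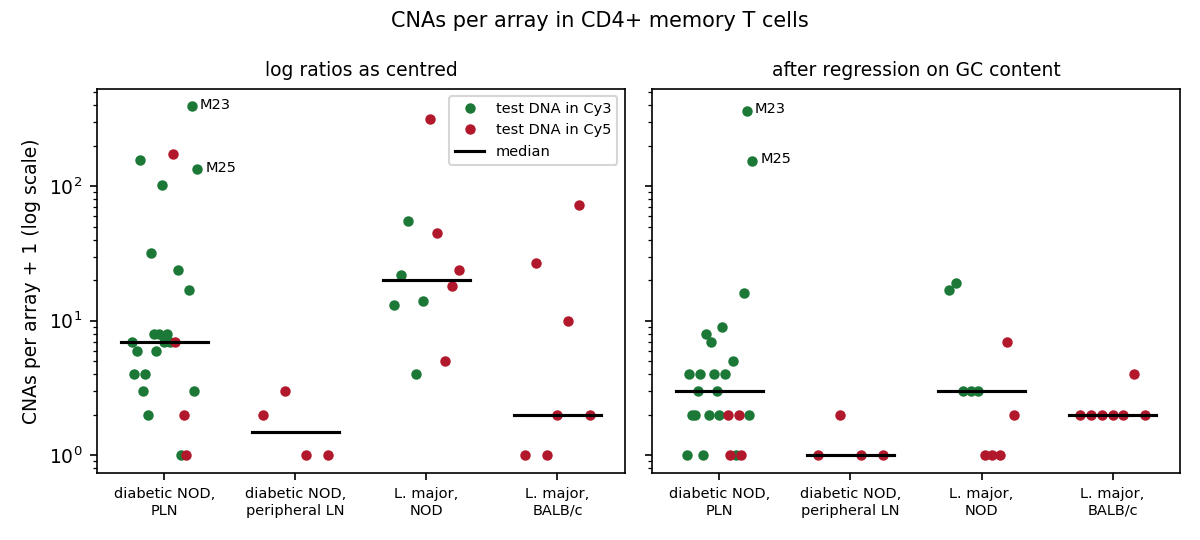
CNAs per array plus 1, on a log axis, by group (diabetic PLN, diabetic peripheral LN, L. major NOD and L. major BALB/c), from log ratios as centred (left) and after regression on GC content (right). Points are arrays coloured by the dye of the test DNA and bars are medians; M23, with 390 and 360, and M25, with 132 and 153, stay high on both sides.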

Four of the mice were also investigated for CNAs in CD4^+^ from the peripheral LN (M16L, M17L, M20L, and M21L). 

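Peripheral LN cells of M16, M17, M20 and M21 held few CNAs by the calls made here: 1 in M16L, 2 in M17L and 0 in M20L and M21L. The M16L call was a loss on chromosome 3 from 152462753 to 152548981 (9 probes, mean LRR -0.54) over Pigk and St6galnac5. The M17L calls were gains on chromosome 2 from 165029066 to 165049472 (3 probes, 1.11) over Cdh22 and on chromosome 17 from 87771870 to 88061285 (19 probes, 0.45) over Ttc7, Calm2 and Epcam. None of these 3 overlapped a CNA of the PLN sample of the same mouse. In the PLN the same mice had 172, 6, 1 and 0. The mean was 44.75 ± 84.9 (SD) in the PLN and 0.75 ± 0.96 (SD) in the peripheral LN, higher in the PLN in 3 of 4 pairs (exact paired sign-flip test, two-sided p = 0.25). M21 had 0 in both nodes, so 0.25 is the smallest p that these counts can give. The PLN mean rests on M16, without which the difference was 1.67 (exact paired sign-flip test, p = 0.5, again the smallest possible). Neither test can therefore decide on a difference. With the GC content regressed out, chosen after seeing the data, the counts were 1, 0, 1 and 0 in the PLN and 0, 1, 0 and 0 in the peripheral LN, higher in the PLN in 2 pairs and lower in 1 (exact paired sign-flip test, p = 1). At the 13 loci the paper names, every paired difference had an exact p of 0.13 or more. At Dgka the LRR was lower in the PLN in 4 of 4 pairs, -0.05 ± 0.14 (SD, n = 4) against 0.07 ± 0.11 (exact paired sign-flip test, p = 0.13), and at Fastk in 2 of 4, -0.20 ± 0.28 against 0.00 ± 0.12 (exact p = 0.5).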

No CNAs were called in samples obtained from the peripheral LN of these mice. The number of CNAs per mouse varied widely. 

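Of the 5 longest CNAs by number of probes, those of M23 were mostly losses and those of M25 mostly gains. M23 had losses on chromosome 4 from 135979598 to 139075062 (257 probes, mean LRR -0.27) and from 139265908 to 141026860 (154 probes, -0.34), the latter over Pax7, and on chromosome 15 from 73234003 to 76014871 (198 probes, -0.26) over Ptk2, and on chromosome 11 from 112791226 to 114977890 (173 probes, -0.27) over Sstr2. Its longest gain was on chromosome 19 from 3530755 to 5022833 (155 probes, 0.56) over Lrp5. M25 had gains on chromosome 10 from 80121444 to 81758681 (122 probes, 0.26) over Mknk2 and Dot1l, on chromosome 11 from 119787886 to 120619902 (83 probes, 0.44) over Baiap2 and Aatk and on chromosome 2 from 24786220 to 25456916 (64 probes, 0.32) over Arrdc1. Its longest losses were on chromosome 11 from 116328045 to 117491353 (92 probes, -0.27) over Sphk1 and on chromosome 9 from 114287602 to 115110420 (77 probes, -0.26) over Glb1 and Ccr4. After the regression on GC content the losses of M23 went from 54 to 11 and those of M25 from 9 to 5.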

M23 and M25 (two of the mice with memory-only cells in PLNs) had an unusually large number of CNAs.

We found a total of 83 overlaps between mice, most of them involving the two outliers, M23 and M25. 

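At the 13 loci that the paper names, the deviations it lists are present in the log ratios computed here. The paper chose these loci and mice for deviating on the same arrays, so this is no independent test of them. Over their 29 pairs of locus and mouse, 29 had an LRR beyond the central 95% of 1000 random windows of as many probes on the same array, and 28 were also called here. Among the other diabetic mice 67 of 296 pairs lay as far out in the same direction and 17 were called, and among the L. major-infected mice 44 of 221 and 21. Gains shared by M22, M23 and M25 at Pi4kb, Tmem107 and both histone loci were called in none of the other 22 diabetic and 17 infected mice. Losses at Hoxa, Hoxd and Fastk and the gain at Armc6 were also called in infected mice. By the calls made here 180 loci were covered in 2 or more diabetic mice, not counting loci shared only by M23 and M25. The most shared was a gain on chromosome 8 from 72529055 to 72868531 in 10 diabetic and 3 infected mice, which includes Armc6 and Ncan. A loss on chromosome 18 from 25633817 to 25866748 over Celf4 was in 7 and 2. After the regression on GC content 18 loci were left, 8 of them at loci the paper names. Of these 8 the loss at Hoxa was in M8 and M14 and 1 at Armc6 was a loss in M18 and M22, which are not the CNAs the paper lists there. Of the 18, 15 were called in no infected mouse.

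**Figure D3:**
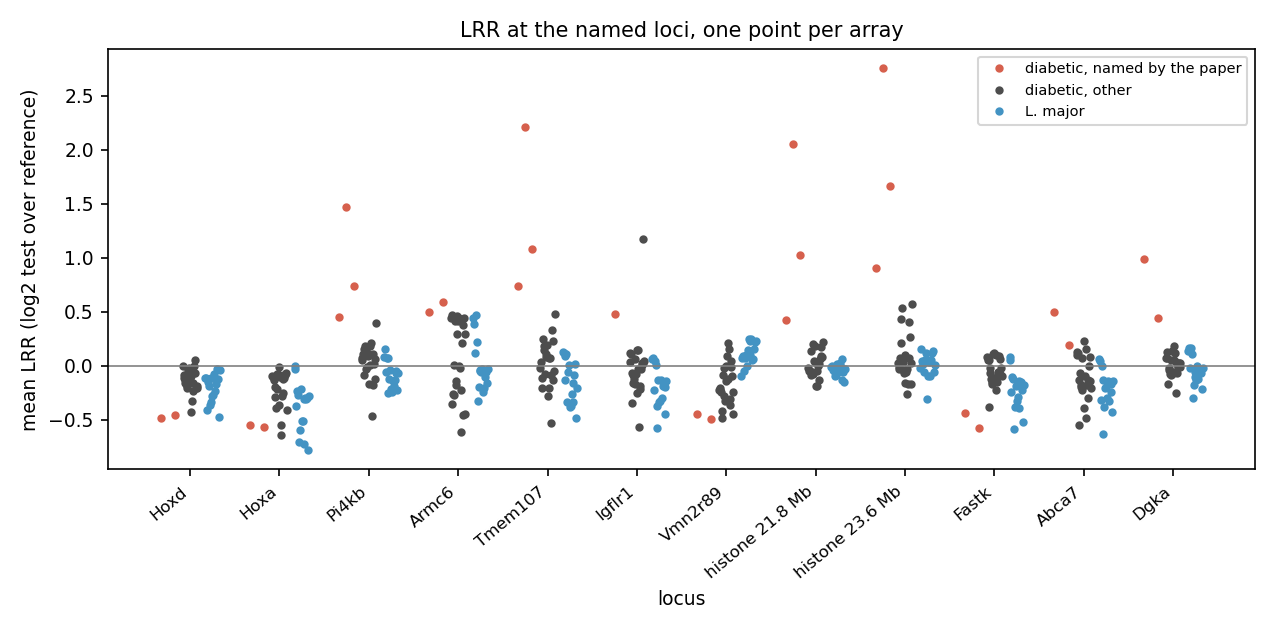
Mean LRR (log2 of test over reference) at loci the paper names, one point per array, for the diabetic mice the paper names at the locus, the other diabetic mice and the L. major-infected mice. The named mice lie at or beyond the edge of the others at most gain loci, while at Hoxa, Hoxd and Fastk the infected mice reach as low.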

Not counting CNAs exclusively between M23 and M25, we identified eight recurrent CNAs that occurred independently in two or more mice (Table 1; Fig. 4; Supplemental Fig. S3). This is very unlikely to happen by chance alone (none of these loci overlap with the CNVs that we observed between NOD and C57BL6/J). 

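Loci shared between mice were more numerous than chance placement gave, in diabetic and in infected mice alike. When the 1088 CNAs were placed at random over the probes of their chromosomes 10000 times, keeping the number of probes of each, 74.8 loci were shared on average and 104 at most (one-sided permutation p = 1e-04, the smallest that 10000 placements can give). With the GC content regressed out the 18 shared loci compare with 3.17 on average and 12 at most, and with a mean LRR of at least 0.5 there were 28 against 1.74. In the infected mice 125 loci were shared, with 66.0 expected. Random placement does not keep the GC content of the DNA where the CNAs lie. Whether CNAs prefer GC-rich DNA was not tested.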

After 100,000 iterations of randomizing the genomic coordinates of the probes defining these CNAs, not a single one gave the number of recurrent CNAs observed or more (*P* < 10^−6^). The same result was found after removing M23 and M25, responsible for many of the overlaps. This nonrandom recurrence supports causal-functional importance and, in the cancer paradigm, it is considered a strong indicator of pathogenicity. Many of these overlaps involve genes related to immune function.

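Without M23 and M25 the other 23 mice shared 149 loci, against 50.0 on average from random placement (highest 72, one-sided permutation p = 1e-04, again the smallest possible). Of the 566 CNAs of these 23 mice M16 held 172, M4 156 and M12 101. With the GC content regressed out these 3 mice had 1, 1 and 2. Sharing among the 23 mice was not tested after that regression, so this count does not show recurrence apart from GC content. Requiring a reciprocal overlap of 50% left 131 loci in the 25 mice against 8.24. Since such overlaps were more frequent than random placement gave, the paper reasons that the recurrence is not random and takes it as a sign of functional importance, by analogy with cancer.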

**Figure 4.**
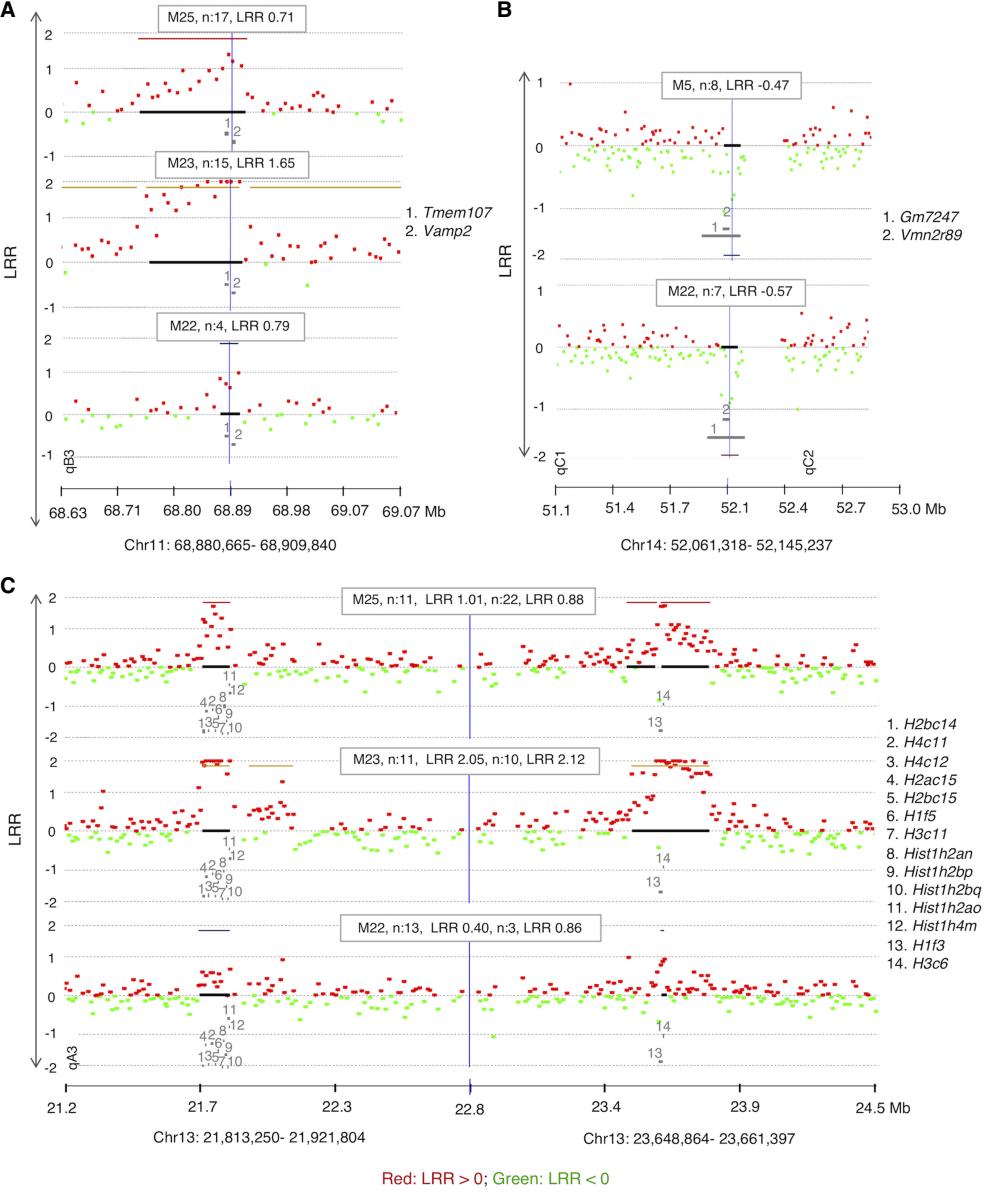
CGH array results showing recurrent CNAs in memory cells from PLNs of diabetic mice (n: number of affected probes, location of genes is indicated by numbers). (*A*) A recurrent copy gain in cells of three mice spanning several genes including *Tmem107.* (*B*) Recurrent copy loss spanning two undocumented genes (*Gm7247* and *Vmn2r89*). (*C)* An independent recurrence of copy gain in three different mice that are spanning two Histone families’ loci. The formula to calculate the percentage of mosaicism of deletions is 100 **×**(1–2^LRR^) × 2 (example: the percentage of mosaicism for −0.25 is 31.8% mosaicism and for −0.5 is 58.6%). DLRSpread values of samples are in Table 1 and Supplemental Fig. S2.

**Table 1.**
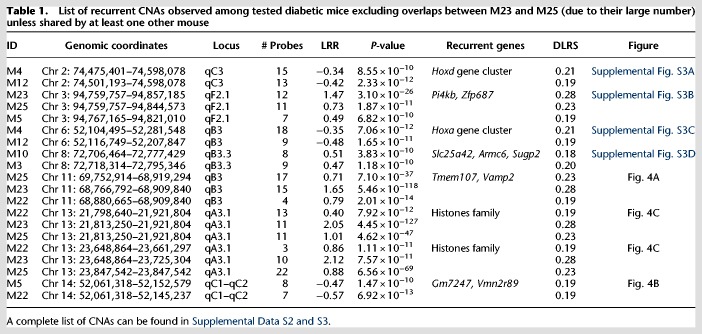
List of recurrent CNAs observed among tested diabetic mice excluding overlaps between M23 and M25 (due to their large number) unless shared by at least one other mouse

Two of the recurrent CNAs span Homeobox clusters (*Hoxd* and *Hoxa*). Both are copy losses at Chr 2: 74,474,401–74,598,078, spanning the *Hoxd* gene cluster and at Chr 6: 52,116,749–52,207,847, spanning the *Hoxa* gene cluster, both found independently in CD4^+^ T cells of two separate mice M4 and M12 (Table 1; Supplemental Fig. S3A,C). 

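In M4 and M12 both Hox clusters, which hold transcription factors of body patterning and blood cell development, had lost DNA. At Hoxd (15 probes; Evx2 and Hoxd13 to Hoxd3) the mean LRR was -0.48 in M4 and -0.45 in M12, a mosaicism of 56.9% and 54.1% by the paper's formula. At Hoxa (9 probes; Hoxa3 to Hoxa11) it was -0.55 and -0.57, or 63.0% and 65.3%. Calls made here ran on chromosome 2 from 74486677 to 74598078 in M4 and from 74501193 in M12, and on chromosome 6 from 52104495 to 52281548 in M4 and from 52116749 to 52207847 in M12. Losses of the same clusters were also called in other mice. For Hoxa these were 4 other diabetic mice, M8, M14, M16 and M17, and 7 infected mice, and for Hoxd 2 and 5. The mean at Hoxa was -0.21 ± 0.17 (SD) in the 23 other diabetic mice and -0.38 ± 0.23 (SD) in the 17 infected, and at Hoxd -0.14 ± 0.11 and -0.21 ± 0.13. Both clusters lie in GC-rich DNA, 49.7% for Hoxa and 48.1% for Hoxd against a median of 42.4% over autosomal probes. With the GC content regressed out the LRR was -0.29 and -0.39 at Hoxa and -0.29 and -0.33 at Hoxd in M4 and M12, and of these 4 losses the one of M12 at Hoxd was still called.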

*Hox* genes control proliferation and differentiation of hematopoietic cells and have a crucial role in T cell development, being the most active cluster during early hematopoiesis (Lawrence et al. 1996; Magli et al. 1997; Taghon et al. 2002, 2003). They are implicated in leukemogenesis (Kawagoe et al. 1999) and act as tumor-suppressors (Shah and Sukumar 2010).

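The 7 probes over Pi4kb, which encodes a kinase of the inositol phosphate pathway, and its neighbor Zfp687 had a mean LRR of 0.45 in M22, 1.47 in M23 and 0.74 in M25. The other 22 diabetic mice had 0.04 ± 0.17 (SD) and the 17 infected mice -0.09 ± 0.12 (SD), and no such gain was called in any of them. In M23 and M25 the call was longer than in M22, from 94667476 to 94896131 (24 probes) and from 94690236 to 94937442 (26 probes). Pi4kb itself spans 94778653 to 94810765 on the plus strand. After regression on GC content the gains were 0.50, 1.53 and 0.79.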

Another recurrent CNA is a copy gain at Chr 3: 94,767,165–94,821,010 (Table 1; Supplemental Fig. S3B) seen independently in three mice M23, M25, and M22. This CNA spans *Pi4kb* encoding phosphatidylinositol 4-kinase beta, highly expressed in hematopoietic cells (Wu et al. 2016). It phosphorylates phosphatidylinositol (PI) as the first step in the production of inositol-1, 4,5, -trisphosphate (Ins(1,4,5)P_3_), an essential signaling molecule (Heilmeyer et al. 2003). Overexpression of *Pi4kb* due to the amplification observed might be contributing to autoimmunity.

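Gains around Armc6 on chromosome 8 were common in this set of mice. From 72706464 to 72777429 (8 probes; Slc25a42, Armc6 and Sugp2) the mean LRR was 0.49 in M3 and 0.59 in M10. Of the other diabetic mice 8 (M1, M2, M8, M13, M14, M15, M23 and M25) also had a gain call here, as had 3 infected mice, L. major NOD 1, NOD 2 and NOD 4. The other 23 diabetic mice had 0.05 ± 0.36 (SD) on average and the 17 infected 0.01 ± 0.24 (SD). In M3 the call ran from 72621568 to 72887256 (28 probes), and in M10 only from 72738365 to 72752398 (3 probes, mean LRR 0.91), across 1 end of Armc6, which spans 72744071 to 72758365. The same 3 probes were a loss in M18 and M22, at -1.02 on average.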

Another recurrent CNA at Chr 8: 72,706,464–72,777,429 is a copy gain in two diabetic mice (M3 and M10) (Table 1; Supplemental Fig. S3D). A common affected gene is *Armc6,* with coding sequence within the confidence interval of the breakpoint locations, indicating a high likelihood of disruption of the gene by the duplications. *Armc6* is highly conserved with Gene Ontology (GO) that suggests involvement in hematopoietic progenitor cell differentiation (GO:0002244) and in pancreatic cancer (Gress et al. 1996).

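On chromosome 11 from 68880665 to 68909840 the 4 probes over Tmem107 and Vamp2, the latter a SNARE protein of vesicle fusion, were raised in M22, M23 and M25. Their mean LRR was 0.73, 2.21 and 1.08. The other 22 diabetic mice had 0.02 ± 0.22 (SD) and the 17 infected -0.14 ± 0.20 (SD), with no gain call among them. The call in M23 was longer, from 68766792 to 68909840 (15 probes, 1.58), as was that in M25, from 68752914 (16 probes, 0.69).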

Copy gain at Chr 11: 68,880,665–68,909,840 (Table 1; Fig. 4A) was found in three mice (M22, M23, and M25). This CNA spans two genes, *Tmem107* (transmembrane protein 107) and *Vamp2* (vesicle-associated membrane protein 2)*. Tmem107* encodes a transmembrane protein 107, an uncharacterized gene that is highly expressed in T cells (http://ist.medisapiens.com). Another transmembrane encoding gene (*Igflr1*) was also included in a recurrent multicopy amplification at Chr 7: 31,316,157–31,433,964 in M25 (Supplemental Data S3) spanning several genes, including some with high expression in hematopoietic cells, such as *Igflr1, Lin37, Cox6b1*, and *Rbm42* (Wu et al. 2016). 

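Igflr1, annotated as Tmem149 in the mm9 gene set, was gained in M25 and more strongly in M23. Over the 16 probes of the interval the mean LRR was 0.48 in M25 and 1.17 in M23. The infected mice had -0.20 ± 0.18 (SD, n = 17), with no gain call. M16 had a loss call at this interval, with a mean LRR of -0.57 that became -0.22 with the GC content regressed out; the interval has a GC content of 50.7%. Igflr1 lies from 31350446 to 31352981 on the plus strand, Lin37 from 31340460 to 31344857, Cox6b1 from 31401993 to 31411170 and Rbm42 from 31426013 to 31435336.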

*Igflr1* encodes the transmembrane protein IGF-like family receptor 1 that is exclusively expressed in hematopoietic cells (Wu et al. 2016) and, in mice, primarily on T cells (Lobito et al. 2011). This gene is also uncharacterized, but it is structurally similar to the tumor necrosis factor receptor family (Lobito et al. 2011), and a potential inflammatory role was suggested for its encoded protein (Lobito et al. 2011).

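The vomeronasal receptor gene Vmn2r89 and its neighbor Gm7247 were lower in diabetic than in infected mice, on the arrays of 1 dye. On chromosome 14 from 52061318 to 52145237 (7 probes) the mean LRR was -0.45 in M5 and -0.49 in M22, a mosaicism of 53.6% and 57.9%. Over all diabetic mice it was -0.19 ± 0.20 (SD, below 0 in 21 of 25) and over the infected mice 0.11 ± 0.10 (SD, below 0 in 3 of 17), a difference of -0.30 (permutation test, p = 1.3e-04 adjusted over 13 loci). With the test DNA in Cy3 the diabetic mice had -0.24 ± 0.17 (SD, n = 21) and the infected 0.02 ± 0.09 (SD, n = 5; exact permutation test, p = 0.0023). With Cy5 they had 0.10 ± 0.10 (n = 4) and 0.15 ± 0.09 (n = 12; exact permutation test, p = 0.34). Permuted within dye the difference was -0.17 (adjusted p = 0.020), and within the 4 slides that hold both groups -0.15 (permutation test, p = 0.083). The loss was called here in M22 and not in M5, where it was called once the GC content was regressed out. Vmn2r89 spans 52071637 to 52080968.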

A recurrent CNA at Chr 14: 52,061,318–52,145,237 in mice M5 and M22 is a copy loss that spans two unstudied genes *Gm7247* and *Vmn2r89* (Table 1; Fig. 4B). These two genes are also spanned by copy losses in mice M6 and M25 that were called by ADM-2 but narrowly missed the CBS cut-off (Supplemental Fig. S4A).

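Loss at these genes also stood out in M6 and M25 at nearly the size of M5 and M22. The 7 probes had a mean LRR of -0.48 in M6 and -0.45 in M25. In M6 a loss of 3 probes was called from 52103937 to 52137051 (mean LRR -0.79) inside Gm7247. Regressing out the GC content, all 4 mice had a loss call, and no infected mouse did.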

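Clusters of histone genes on chromosome 13 were called as gained in M22, M23 and M25 and in no other mouse. From 21813250 to 21921804 (11 probes; Hist1h1b, Hist1h3i and Hist1h4j among 12 genes) the mean LRR was 0.42, 2.06 and 1.02 in that order. From 23648864 to 23661397 (3 probes; Hist1h1d and Hist1h3e) it was 0.90, 2.76 and 1.67. The other 22 diabetic mice had 0.01 ± 0.12 and 0.08 ± 0.23 (SD), and the 17 infected mice -0.04 ± 0.06 and 0.01 ± 0.11 (SD). After regression on GC content the values were 0.43, 2.07 and 1.03 at the first locus and 0.89, 2.75 and 1.65 at the second.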

Two CNAs in three of the mice with the unstable genome (M22, M23, and M25) are copy gains at two histone loci at Chr 13: 21,813,250–21,921,804 and Chr 13: 23,648,864–23,661,397 (Table 1; Fig. 4C), spanning two clusters of highly homologous genes that encode nuclear proteins collectively referred to as Histone H1, H2, and H3. The histone loci are separated by a normal copy-number stretch encoding other genes. In human CD4^+^ T cells, TCR activation induces a distinctive promoter histone profile that directs the transcriptional activation of *Fasl* leading to apoptosis (Ghare et al. 2014).

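DNA around Fastk, a kinase gene linked to Fas-mediated apoptosis, was low in M12 and M16. On chromosome 5 from 23846753 to 24135248 (31 probes, with Kcnh2, Tmub1 and Chpf2) the mean LRR was -0.44 in M12 and -0.58 in M16, a mosaicism of 52.6% and 65.8% by the formula of Figure 4. Both were called here from 23824703 to 24135248. A loss was also called in M4 (-0.38) and in 5 infected mice, and the 17 infected mice had -0.23 ± 0.18 (SD) against -0.05 ± 0.12 (SD) in the 23 other diabetic mice. With a GC content of 51.8% the locus lies above 97.8% of autosomal probes. Regressed on GC content, M12 had -0.17 and M16 -0.19, and neither was called.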

Finally, the last recurrent CNA is a copy loss at Chr 5: 23,846,753–24,135,248 found independently in M16 and M12 (Supplemental Fig. S4B). It is mentioned because it includes an important candidate gene, despite the fact that it missed (*P* = 0.0018) the strict significance threshold in one of the two algorithms (CBS) in one of the two mice (M16). This CNA spans several genes that are highly expressed in hematopoietic cells, including *Kcnh2*, *Fastk*, *Tmub1,* and *Chpf2* (Wu et al. 2016). *Fastk* encodes a protein that belongs to the serine/threonine protein kinase family, and it is a potent activator of lymphocytes apoptosis (Tian et al. 1995). Moreover, it has been shown that this protein is highly activated during FAS-mediated apoptosis (Tian et al. 1995; Izquierdo and Valcárcel 2007). The observed copy loss might have facilitated escape of self-reactive lymphocytes from proliferation and apoptosis checkpoints.

Four of the six mice with the memory-only sorting profile (M20, M21, M22, and M24) have a comparable number of CNAs to the other 19 samples (M1–M19), but M23 and M25 had a very large number of CNAs, most of which were recurrent loci between the two mice. 

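Among the 6 memory-only mice M23 and M25 alone held large numbers of CNAs by the calls made here. M20, M21, M22 and M24 had 1, 0, 16 and 2, and the 19 mice M1 to M19 had a median of 6. The mean was 90.2 ± 156 (SD) in the 6 memory-only mice and 28.8 ± 52.8 (SD) in the 19 others (permutation test, two-sided p = 0.12), and 4.75 without M23 and M25 (exact permutation test, p = 0.45). On the log2(count + 1) scale the 6 had 3.72 ± 3.49 (SD) and the 19 others 3.31 ± 2.02 (SD), a difference of 0.41 (permutation test, two-sided p = 0.72), which became -1.65 without M23 and M25 (exact permutation test, p = 0.14). Of M25's 132 CNAs 125 (94.7%) overlapped a CNA of M23 in the same direction, and of M23's 390 CNAs 114 (29.2%) overlapped one of M25. Both arrays were on the same slide, with M19, which had 0.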

Chr X and Y probes clearly showed a male and female genome, ruling out possible sample duplication through a labeling error (Supplemental Table S2). 

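M23 had the sex chromosome signals of a female and M25 those of a male. Relative to the 4420 probes of chromosome 19, the mean test signal of the 8723 probes of Chr X was 1.00 in M23 and 0.55 in M25, and that of the 122 probes of Chr Y was 0.097 and 0.53. The reference tail DNA of the same mice gave 0.10 and 0.55 for Chr Y.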

The high numbers of CNAs in these two mice is reminiscent of CNAs observed in a malignant genome of a leukemic cell and involve many genes, some of them of known immune function. Three examples of these CNAs include a recurrent CNA in M23 and M25 that is a copy gain at Chr 9: 20,856,727–21,236,076 spanning several genes, including *Keap1, S1pr5,* and *Ilf3* with hematopoietic cells expression and an immune-related function (Table 2; Supplemental Fig. S5A; Wu et al. 2016). Another large CNA is at Chr 10: 79,084,598–81,041,680. This recurrent CNA spans a large number of genes of which several also have a high or exclusive expression in hematopoietic cells, including *Madcam1, Gzmm, Rps15, Mknk2, Dapk3, Matk, S1pr4,* and *Abca7* (Table 2; Supplemental Fig. S5B; Wu et al. 2016). 

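Over the whole of this interval, 203 probes with 118 protein-coding genes, M23 and M25 had a gain. The mean LRR was 0.50 in M23 and 0.19 in M25, with -0.11 ± 0.20 (SD) in the 23 other diabetic and -0.22 ± 0.18 (SD) in the 17 infected mice. The gain was not continuous in the calls made here. M23 had calls from 79304826 to 79688301 (42 probes, 0.98) and from 80044151 to 81481292 (114 probes, 0.57). M25 had one of 26 probes from 79448762 to 79688301 (0.56) and 2 others. Abca7 (79459239 to 79478317) lies in the calls of both mice, and Madcam1 (79127319 to 79131281) and Gzmm (79151765 to 79158006) lie in neither. The interval has a GC content of 53.8%, above 99.5% of autosomal probes, and with the GC content regressed out the values were 0.58 and 0.27.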

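On chromosome 10 from 127684108 to 128334229 (63 probes, 35 protein-coding genes) M23 and M25 had a mean LRR of 0.99 and 0.44. The other 23 diabetic mice had 0.00 ± 0.10 (SD) and the 17 infected -0.05 ± 0.13 (SD). M23 had a single call to 128313675, which holds Il23a, a cytokine subunit, Pa2g4, Coq10a and Dgka, a diacylglycerol kinase. M25 had a call from 127722514 to 127918527 (22 probes, 0.63) over Il23a (127733196 to 127735140) and Coq10a and one from 128130131 to 128334299 (19 probes, 0.57) over Dgka (128157197 to 128181112), with Pa2g4 (127994822 to 128002990) between them. An infected mouse, L. major BALB/c 7, had a 3-probe gain from 128037806 to 128049852 (0.73), which holds no annotated gene.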

Another is a recurrent copy gain CNA in these two mice also at Chr 10: 127,684,108–128,334,229, also spanning several genes with high or exclusive hematopoietic cell expression and/or an immune function, including *Il23a, Pa2g4, Dgka*, and *Coq10a* that are expressed in lymphocytes (*Dgka* is exclusively expressed in CD4^+^ and CD8^+^ cells) (Table 2; Supplemental Fig. S5C).

**Table 2.**
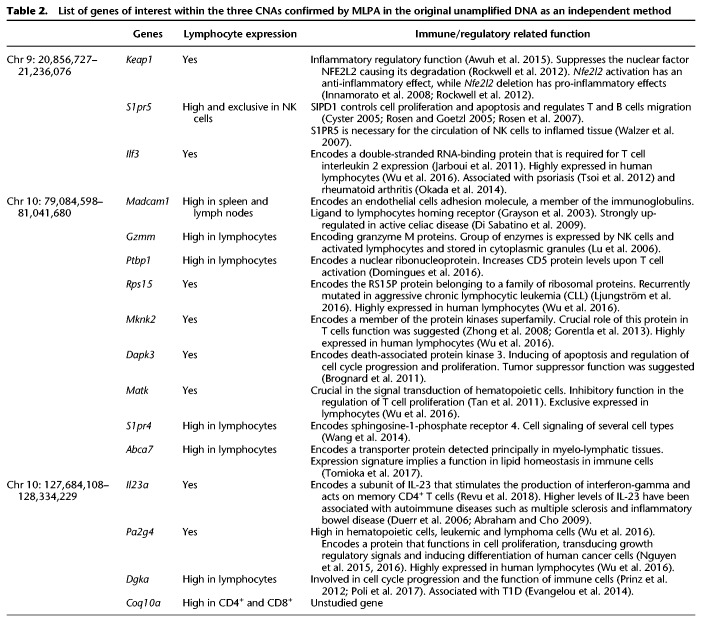
List of genes of interest within the three CNAs confirmed by MLPA in the original unamplified DNA as an independent method

Since the above recurrent CNAs span several genes with a high lymphocyte expression and have an immune and proliferation function in immune cells (Table 2), we aimed to confirm these CNAs in the original unamplified DNA by multiplex ligation-dependent probe amplification (MLPA), the gold standard method for CNV diagnostics (Feuk et al. 2006) as independent validation. We selected three genes within the above three recurrent CNAs, that are expressed in lymphocytes and have an immune- and/or proliferation-related function and in which we have enough of the original unamplified DNA to be examined by MLPA: *Ilf3, Abca7*, and *Dgka*. *Ilf3* on Chr 9 is highly expressed in lymphocytes and encodes a double-stranded RNA-binding protein that is required for T cell interleukin 2 expression (Jarboui et al. 2011). Moreover, it is associated with two immune-related diseases: psoriasis (Tsoi et al. 2012) and rheumatoid arthritis (Okada et al. 2014). *Abca7* on Chr 10 encodes a transporter protein detected principally in myelo-lymphatic tissues with an expression signature that implies a function in lipid homeostasis in immune cells (Tomioka et al. 2017). *Dgka* is exclusively expressed in CD4^+^ and CD8^+^ cells, and its encoded protein is involved in cell cycle progression and the function of immune cells (Prinz et al. 2012; Poli et al. 2017) and has been reported to be associated with T1D (Evangelou et al. 2014). We successfully confirmed by MLPA the above three CNAs (Fig. 5A,B). Further detailed annotation of the CNAs seen exclusively in M23 and M25 was not attempted because of their large number and the likelihood that they are a consequence rather than a cause of the rapid proliferation.

**Figure 5.**
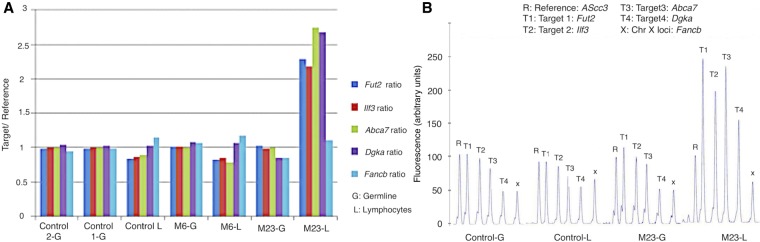
Independent confirmation of CNAs in original unamplified DNA by MLPA. Four recurrent loci with copy gain in M23 and M25 spanning genes with immune function (Supplemental Fig. S5) were tested, along with DNA from three mice that did not have the CNA (M6-L and -G, control L and 1-G, and control 2-G). (*A*) The height of the MLPA peak at each locus for each mouse is shown in proportion to the reference probe. Only the four loci in the T cell (but not the tail representing the germline) DNA from mouse M23 show an increase over 1. (*B*) Representative peaks shown as a percentage of the reference probe. Only mouse M23 shows doubling of the peak in T cells.

### T cells involved in host defense have smaller copy number changes

As a normal host-defense control, we tested DNA from memory CD4^+^ T cells from the popliteal lymph nodes of 10 NOD mice (eight females and two males; 9–14 wk) infected with *Leishmania major* (*L. major)*. 

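T cells that respond to a parasite served as the comparison. The files held 10 arrays of NOD mice (8 females and 2 males) and 7 of BALB/c mice, all females, each taken 3 weeks after infection, with tail DNA of the same mouse as reference. BALB/c mice do not develop autoimmune diabetes. The values were deposited as for the diabetic mice and were centred and called in the same way here. L. major NOD 1 to 5 had the test DNA in Cy3 and NOD 6 to 10 and all BALB/c mice in Cy5, and the extraction software was an older version on 31 arrays, all with the test DNA in Cy3, and a newer one on the other 21, so dye and software cannot be told apart. DLRSpread was 0.148 to 0.272 in the NOD and 0.201 to 0.270 in the BALB/c mice. Of the 17 slides, 4 held both diabetic (4) and infected mice (8). The supplement states that the arrays were made and analyzed blindly in one batch.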

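Infected NOD mice also held CNAs by the calls made here, most of them in a single mouse. All 10 had at least 3, the total was 503, and the median was 19; L. major NOD 6 alone had 312 and NOD 3 had 54. The mean was 50.3 ± 93.4 (SD, n = 10), and the difference, diabetic minus infected NOD, was -6.78 (permutation test, p = 0.87). Without NOD 6 the mean was 21.2 and the difference 22.3 (permutation test, p = 0.49). In NOD 6 GC content explained 40.1% of the variance of the log ratios, and its calls went from 312 to 0 with the regression, as those of NOD 3, NOD 7 and NOD 10 (14.8% to 18.6%) went from 54, 44 and 23 to 2, 0 and 1. NOD 1 and NOD 2 (1.76% and 2.41%) had 16 and 18 after it. With the regression the infected NOD mice had a mean of 4.7 and the diabetic mice 23.0 (permutation test, p = 0.72), and with the authors' deposited log2 values 3.33 and 21.0 (p = 0.63). NOD 8 had 4 losses, among them chromosome 12 from 113693541 to 113913205 (20 probes, mean LRR -0.43) over Akt1 and Inf2 and chromosome 15 from 78351493 to 79235171 (79 probes, -0.26) over Rac2 and Cyth4. NOD 4 had a gain on chromosome 8 from 72621568 to 72795346 (19 probes, 0.40) over Ncan and Rfxank, and losses on chromosome 17 over Tbc1d5 (32 probes, -0.28) and on Chr X over Cnksr2 (27 probes, -0.34).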

Out of 10, two had CNAs (one had one and the other one had two CNAs) (Supplemental Table S3; Supplemental Data S4). The same experiment was done on seven non-autoimmunity susceptible BALB/c mice (19 wk) to determine if the occurrence of CNAs in lymphocytes is promoted by an autoimmune genetic background. 

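Infected BALB/c mice held few CNAs by the calls made here, apart from L. major BALB/c 6 and BALB/c 2. Of the 7 mice 5 had at least 1, and the total was 108, with 71 in BALB/c 6 and 26 in BALB/c 2. GC content explained 17.0% and 15.2% of the variance of their log ratios, and with it regressed out they had 3 and 1, and the 7 mice 9. The mean was 15.4 ± 26.2 (SD, n = 7), which is 28.1 below the diabetic mice (permutation test, p = 0.45). Infected NOD mice had 34.9 more (exact permutation test, p = 0.49), or 5.79 more without NOD 6 (exact permutation test, p = 0.62), and within Cy5, the dye of all BALB/c test DNA, 64.6 more (exact permutation test, p = 0.16, n = 5 and 7), or 6.57 more without NOD 6 (exact permutation test, p = 0.73). BALB/c 4 had only a loss of 4 probes on chromosome 9 from 64992969 to 65028786 (mean LRR -0.69) over Igdcc3. With both strains together the infected mice had 611 CNAs, a mean of 35.9 ± 74.0 (SD, n = 17) and a median of 13. The diabetic mice had 7.58 more on average (permutation test, two-sided p = 0.78), which was -6.86 without M23 and 24.8 without NOD 6, and -0.17 on the log2(count + 1) scale (p = 0.82). Of the infected mice 15 of 17 had a CNA (Fisher's exact test, p = 1). Within Cy3 the difference of means was 22.7 (exact permutation test, p = 0.62, n = 21 and 5), within Cy5 2.42 (exact permutation test, p = 0.98, n = 4 and 12), and within slides -10.1 (permutation test, p = 0.32, n = 4 and 8). With the GC content regressed out the infected mice had 56 CNAs, and with the authors' deposited log2 values 39 in 16 mice.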

Out of the seven mice, three had CNAs (1–2 CNAs) (Supplemental Table S3; Supplemental Data S4). The mean size of CNAs in autoreactive cells of diabetic mice (26.02 ± 1.69, mean ± SEM, *n* = 403) was significantly twofold larger than that in samples from *L. major*-infected mice (7.71 ± 2.03, *n* = 7; Fisher-Pitman permutation test, *P* = 0.0019).

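CNAs of infected mice had the larger mean size by the calls made here, which rested on a single mouse, and the order depended on the setting. The mean was 38.3 ± 1.86 probes (SEM, n = 1088) in diabetic and 85.0 ± 5.25 probes (SEM, n = 611) in infected mice (Fisher-Pitman permutation test, two-sided p = 1e-05, the smallest that the permutations can give). L. major NOD 6 held 312 of the 611, and without it, an omission chosen after seeing the data, the other 299 had 41.5 ± 4.45 probes (SEM; permutation test, p = 0.46). CNAs of a mouse are not independent: over the mean size per mouse the values were 19.8 ± 18.9 (SD, n = 23) and 34.0 ± 33.8 (SD, n = 15; permutation test, p = 0.10). After regression on GC content the mean was 21.7 in diabetic and 10.0 in infected mice (permutation test, p = 1.1e-04), with the authors' deposited log2 values 22.7 and 11.9 (p = 0.00155), and on the arrays with the test DNA in Cy3 29.8 and 15.2 (p = 8.1e-04), over 909 and 103 CNAs. Over the mean size per mouse these settings gave 9.36 against 8.59 (permutation test, p = 0.74), 10.4 against 11.0 (permutation test, p = 0.85) and 16.6 against 14.8 (exact permutation test, p = 0.80). Infected mice were larger per mouse with the ADM-type score alone (14.6 against 36.3; permutation test, p = 0.043), a score of 8 (24.0 against 46.3, p = 0.047), 5 or more probes (23.9 against 44.1, p = 0.029) and Chr Y of females kept (28.3 against 47.4, p = 0.044). Without NOD 6 none of these 4 passed 0.05 (permutation test, p = 0.15, 0.14, 0.096 and 0.11). From the larger size in its own calls, the paper concludes that CNAs of autoreactive cells extend further than those of T cells in normal host defense.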

### The CNAs occur in prethymic precursors

Sequencing the TCR of the CD4^+^ memory cells from PLN of 10 diabetic mice showed low clonality in both the α-chain and β-chain (Supplemental Data S5), too low to explain the level of mosaicism found in the CNAs, suggesting prethymic occurrence in a marrow progenitor. We found that the most common TCR is (CDR3-V-J: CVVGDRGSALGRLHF-TRAV11*01-TRAJ18*01) sequence for the α-chain and (CDR3-V-J-D: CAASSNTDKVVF-TRBV2*01-TRBJ1-1*01-TRBD1*01) sequence for the β-chain are present within all samples with relatively high frequency.

## Discussion

This study demonstrates a novel discovery of somatic copy-number mutations in immune-related genes in memory cells of diabetic NOD mice, an excellent model for human T1D. Some of these genes are highly expressed in T cells and may well represent an important causal contribution in the autoimmunity of the NOD model and, quite plausibly, of human T1D. Their causal role is supported by the nonrandom recurrence of eight of these PZMs affecting the same genes in different mice. In the paradigm of cancer, independent recurrence of somatic mutations, either point or copy-number, in different patients is considered strong evidence that the mutation is causal. In fact, this is the criterion by which most tumor-suppressor genes have been identified. Somatic mutations are a common occurrence, but, being confined to one single cell and its progeny, they are unlikely to cause disease, unless the cell progeny expands exponentially, as is the case in cancer (Jacobs et al. 2012; Li et al. 2014) and, to a lesser extent, in autoreactive cells.

We considered alternative explanations for our observations and found them unlikely. Hyperglycemia could accelerate the normal accumulation of somatic mutations in blood cells, as described for type 2 diabetes (Bonnefond et al. 2013; Loftfield et al. 2018), but the alterations we observed were much more drastic, over a much shorter timeframe (euthanasia within days of hyperglycemia onset). It is possible that some of our findings are DNA amplification artifacts. Against it is the control experiments described under Methods and the MLPA confirmation using unamplified DNA, especially in mice M23 and M25, who had the highest number of CNAs, i.e., the most likely to be due to technical artifacts. Also, in our mixture experiments, we found the same loci in all three mixes, or in the two highest ones, always at the same locus. This is very unlikely to happen at random, if these were amplification artifacts. Overlaps also are against artifacts, which should have happened at random.

The contribution of somatic mutations in the pathogenesis of cancer has been well established. A PZM in a tumor suppressor gene in a single cell causes a monoclonal expansion during which additional PZMs occur, causing more pathological phenotypes and further release from proliferation controls (Watson et al. 2013). The identification of such driver mutations in cancer has enabled therapeutic advances by identifying drug targets. One example is Gleevec, a selective inhibitor of the BCR-ABL tyrosine kinase, the pathogenic fusion transcript in chronic myeloid leukemia (CML) (Hernández-Boluda and Cervantes 2002).

In the case of autoimmune diseases, similar to cancer, disease is caused by a proliferation of clonal lymphocytes from a small number of autoreactive cells that have escaped natural tolerance to self-antigens. Although autoimmunity involves more functional steps than proliferation and resistance to apoptosis, it does share these two features with cancer. Natural tolerance involves many checkpoints. Its failure is likely a multistep process, causing autoimmune diseases to develop over many years. It has been estimated that as many as 50% of all T cell receptor V(D)J rearrangements will recognize some autoantigen (Ignatowicz et al. 1996). Most of these will be deleted by negative selection in the thymus, where tissue-specific antigens like insulin are expressed (Vafiadis et al. 1997; Liston et al. 2004). However, some autoreactive T cells escape to the periphery and must be dealt with by peripheral tolerance. A large number of molecular players are involved in each of these checkpoints (for review, see Goodnow et al. 2005), and many others may be important but still unstudied.

Epidemiological evidence has connected autoimmunity to hematologic malignancy in several scenarios. The risk of lymphoid malignancy is higher in individuals affected by many autoimmune conditions, such as celiac disease, lupus, rheumatoid arthritis, and Sjorgen's syndrome (Goodnow 2007). Somatic *FAS* mutations in non-Hodgkin's lymphoma are often seen in patients with a prior history of autoimmunity (Grønbæk et al. 1998). This suggests overlaps between immune tolerance checkpoints, important in autoimmunity, and proliferation checkpoints, important in lymphoid malignancy.

The plausibility of this model depends on how often such PZMs happen in autoimmunity-relevant hematopoietic lineages. PZMs originated in hematopoietic stem cells and progenitor cells have been identified in peripheral whole blood (Busque et al. 2012; Genovese et al. 2014; Xie et al. 2014; Young et al. 2016). SNP-array data show that whole-blood DNA has mosaic, Mb-sized CNAs in about 5% of healthy individuals (Forsberg et al. 2012; Jacobs et al. 2012; Laurie et al. 2012). This detectable mosaicism is due to a proliferative or survival advantage of the copy-number mutation (versus early occurrence in embryogenesis), as it is age-dependent and variable over time (Forsberg et al. 2012). Only a very small fraction of all people carrying them will develop leukemia, leaving a broad gray zone for a role in nonmalignant disease. In a related study of SNP-array discrepancies between monozygotic twins, we calculated an average, ∼130 point-PZMs per individual, at high enough mosaicism, in whole blood, to flip a SNP genotype call (Li et al. 2014). Single-cell sequencing has more recently revealed that somatic mutations are common and accumulate in normal cells (Abyzov et al. 2012; McConnell et al. 2013; Lodato et al. 2015, 2018; Blokzijl et al. 2016; Bae et al. 2018).

In logarithmically expanded autoantigen-specific lineages, mosaicism might be much higher and still not detectable without isolating these lineages from the rest of the blood cells. A recent publication identified an exclusive somatic mutation in the expanded CD8^+^ memory subset in newly diagnosed rheumatoid arthritis (Savola et al. 2017).

In six of the 25 mice, all cells in PLNs were memory, and two of these mice showed a very unstable genome with many recurrent CNAs. This instability might be explained by the copy gain in two histone loci (Fig. 4C). Histone overexpression due to copy gain is very likely to have increased the normally tightly regulated expression of these nucleosomal proteins, whose correct expression upon DNA replication is crucial to genomic integrity (Mejlvang et al. 2014). The multiple nearly identical genes encoding these two histones also make the locus susceptible to rearrangements. The remaining CNAs cover a large number of RefSeq genes, most of which are not functionally annotated and have no published literature.

Activated T cells in the context of host defense with *L. major* also have CNAs, but they are fewer (seven in 17 mice versus 403 in 25 mice) and significantly smaller than those observed in T cells involved in NOD autoimmunity. Moreover, their occurrence in BALB/c indicates that they are not due to the germline determinants of autoimmunity.

Identification of the genes affected by the CNAs in the autoreactive lymphocytes could serve as a potential therapeutic target as their CNAs exist only in disease-causing cells. One example of these is recurrent CNAs that span *Igflr1* (Supplemental Data S3) and *Tmem107* (Fig. 4A) encoding transmembrane proteins highly expressed in T cells. Their amplification or deletion should be detectable by flow cytometry in blood cells, providing a potential biomarker and therapeutic target.

Sequencing the TCR of 10 diabetic mice revealed a percentage of clonotypes too low to explain the observed levels of mosaicism, suggesting that the CNAs are occurring prior to the thymic selection in a bone marrow progenitor and not in the antigen-specific lineage. Additional PZMs, occurring during the autoantigen-activated logarithmic expansion of T cells likely to happen but their level of mosaicism would have been too low to detect by our approach, as we did not isolate cells by antigen specificity.

It is possible that the overlap could be due to a mechanistic origin due to the fact that some parts of the genome are more fragile than others. However, there is a very large number of such loci, making their recurrence unlikely. Moreover, none of our findings correspond to known CNVs between mouse strains.

Since these postzygotic mutations do not have to pass selection for fitness of the whole organism, they are likely to have more drastic functional effects than germline variants. If so, they could be ideal therapeutic targets, as they exist only in disease-causing cells. These data must be confirmed and expanded using CNA detection in single cells by sequencing of multiple cell clones that will enable a more accurate detection and estimate of the level of genetic mosaicism (Abyzov et al. 2012; McConnell et al. 2013; Lodato et al. 2015; Blokzijl et al. 2016; Bae et al. 2018; Lodato et al. 2018). Future studies should address the causal role by gene editing and extend the studies to human T1D autoimmunity. Other autoimmune diseases should be likewise examined and detection of point mutations by exome sequencing is planned, to explore the full PZM spectrum.

## Methods

### Study approval

In this study, all experiments on animals were approved by the Facility Animal Care Committee (FACC) according to the guidelines established by the Canadian Council on Animal Care and the McGill University Animal Care Committee (AUP#7517).

### Experimental model

Animals were obtained from standard sources and the diagnosis of diabetes, euthanasia, and dissection were carried out by standard precedures (Supplemental Methods).

### Isolation of memory T lymphocytes

Nodes were placed in 1 mL cold Dulbecco's saline DPBS (1×) (cat#: 14190-144, Life Technologies) and lymphocytes isolated by sheer-force slide dissociation. Next, fluorescence activated cell sorting (FACS) was used to isolate memory T lymphocytes (CD4^+^/SELL^−^/CD44^+^ by a FACSAria cell sorter (Becton-Dickinson). In these experiments, cells were stained using: anti-CD4^+^-FITC (cat#: 11-0042-81, eBioscience), anti-CD8α^+^-PE (cat#: 12-0081-82, eBioscience), anti-CD62L^+^-APC (naive-cell marker; cat#: 130-091-805, Miltenyi Biotec), and anti-Human/Mouse CD44^+^-PreCP-cy5.5 (memory-cell marker; cat#: 45-0441-82, eBioscience). All samples were kept on ice throughout isolation and staining.

### Whole-genome amplification

DNA was amplified using a GenomePlex complete whole-genome amplification (WGA-2) (cat#: WGA2-50RXN) kit, specifically approved by Agilent for aCGH to detect copy-number differences. DNA was next purified using a PCR Cleanup kit from Sigma-Aldrich (cat#: NA1020).

### Detection of PZMs

We sent 1.5 µg of amplified DNA to Oxford Gene Technologies (OGT) for comparative genomic hybridization analysis on the mouse 4 × 180 K Agilent array. DNA from memory cells was the test sample, with germline DNA from the tail as reference. To model the sensitivity to detect levels of mosaicism, germline NOD DNA was mixed with C57BL6/J DNA prior to amplification. The NOD proportions were 100%, 50%, and 25%, to imitate levels of mosaicism at inter-strain copy-number variants (CNV). Reference was 100% C57BL6/J.

Copy-number alterations (CNAs) were detected by the Agilent dual color, 4 × 180 k mouse CGH array (Supplemental Methods). CGH quality control (QC)- derivative log ratio spread (DLRS) values were within Agilent Technologies specifications (Supplemental Fig. S2).

To evaluate the specificity of the method, two technical controls were tested in which DNA from lymphocytes from C57BL6/J mouse was amplified twice by the same kit (WGA-2), and then one of the two amplified samples was used as test and the other as a reference in CGH (4 × 180 K) analysis. Moreover, DNA was amplified twice from memory CD4^+^ T cells obtained from PLN of a diabetic mouse (M9) and twice from germline DNA from a tail-clip sample of the same mouse. These duplicate samples were analyzed separately (M9 and M9B) by CGH using in both samples the amplified memory CD4^+^ DNA as test and the amplified germline DNA as reference.

### Bioinformatics analysis

Test and reference signals were calculated for each probe and internal normalization equalized the systematic difference between the two fluorochromes. The base-2 log of the Cy3/Cy5 ratio (LRR) was plotted against chromosomal coordinates. Probes covering NOD or BALB/c germline deletions were eliminated. Regions bearing copy-number aberrations were identified using two independent algorithms, Agilent Genomic Workbench 7.0 (Agilent Technologies) (Roy and Motsinger Reif 2013) implementing ADM-2 algorithm and DNAcopy software implementing the circular binary segmentation (CBS) algorithm (Venkatraman and Olshen 2007). In ADM-2 (threshold 6.0), we applied Agilent Technologies recommended filtering standards of a minimum of three aberrant consecutive probes. The mouse genome UCSC mm9 NCBI build 37/July 2007 was used to match the indexing of the Agilent probes (converting coordinates did not affect the findings).

CNAs were kept as true if called by both algorithms ADM-2 (LRR ≥ |0.25|, *P*-value ≤ 2.90 × 10^−07^, Bonferroni threshold) and CBS (LRR|0.25|, *P*-value ≤ 1 × 10^−04^). The lower statistical significance threshold for CBS is justified by the vastly smaller number of hypotheses tested (number of ADM-2-called CNAs).

Tissue-specificity of the expression levels of the genes involved was obtained from mouse and human BioGPS data, 2018 (Wu et al. 2016).

### Statistics

The statistical significance of the recurrence of overlapping CNAs in different mice was estimated by permutation testing (Supplemental Methods). Either the actual length in kilobases of each CNA or the number of probes covering it were used in this simulation. Both gave similar results, but we retained the results of the probe permutation, a more conservative approach that avoids inflating the statistical significance because of nonhomogenous distribution of the probes (favoring coding genes).

The difference in the number of probes covering CNAs in T cells from diabetic pancreatic nodes versus *L. major*-infected popliteal nodes was assessed by the Fisher-Pitman permutation test, which does not require an assumption about normality of distribution. We compared the number of probes (number of consecutive probes covered); because of the gene-centered positioning of the probes, they better reflect the genes covered by them than the actual CNA length.

### Multiplex ligation-dependent probe amplification

Some CNAs were selected for confirmation by MLPA on unamplified DNA by a standard protocol (Supplemental Methods). Primer and probes used for the MLPA experiment can be found in Supplemental Table S4.

### TCR sequencing

RNA samples were extracted from the CD4^+^ memory cells isolated from the PLN of diabetic mice and amplified by a 5′ RACE approach using the SMARTer RACE cDNA amplification kit by Clontech and sequenced on an Illumina MiSeq apparatus (Supplemental Methods).

## Data access

All raw and processed CGH data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE114660. All raw and processed sequencing data generated in this study have been submitted to the NCBI Sequence Read Archive (SRA; https://www.ncbi.nlm.nih.gov/sra/) under accession number SRP148447.

## Supplementary Material

Supplemental Material

# Supplementary material for: Clonal copy-number mosaicism in autoreactive T lymphocytes in diabetic NOD mice
**Source:** Genome Res. 2019 Dec;29(12):1951–61. doi: 10.1101/gr.247882.118
**Supplement:** Supplemental Material

Supplemental Material 

# Clonal copy-number mosaicism in autoreactive T lymphocytes in diabetic NOD mice

## Supplemental Material

- Supplemental\_Data\_S1.xlsx
- Supplemental\_Data\_S2.xlsx
- Supplemental\_Data\_S3.xlsx
- Supplemental\_Data\_S4.xlsx
- Supplemental\_Data\_S5.xlsx
- Supplemental\_Materials.docx

# Supplementary material for: Clonal copy-number mosaicism in autoreactive T lymphocytes in diabetic NOD mice
**Source:** Genome Res. 2019 Dec;29(12):1951–61. doi: 10.1101/gr.247882.118
**Supplement:** Supplemental Material

Supplemental Materials for: Clonal copy-number mosaicism in autoreactive T-lymphocytes in diabetic NOD mice

Maha Alriyami^1, 2^; Luc Marchand^1^; Quan Li^1, 3^; Xiaoyu Du^1^; Martin Olivier^4^; Constantin Polychronakos^1*^

^1^The Endocrine Genetics Laboratory, Child Health and Human Development Program and Department of Pediatrics, McGill University Health Centre Research Institute, Montreal, Quebec, Canada, H3H 1P3. ^2^Department of Biochemistry, College of Medicine and health Sciences, Sultan Qaboos University, 35, Al-Khoud, 123, Muscat, Oman. ^3^University of Toronto, Princess Margaret Cancer Centre. ^4^Departments of Medicine, Microbiology and Immunology, McGill University Health Centre Research Institute, Montreal, Quebec, Canada, H3H 1P3.

**Electronic supplementary material**

**Supplementary figures and tables**

**This PDF file includes:**

Supplemental Methods

Figs. S1 to S5

Table S1 to Table S4

**Table of contents**

| **Supplemental Methods**………………………………………………………………………...……. | 2 |
| --- | --- |
| **Fig. S1.** Survival curve of NOD mice showing the percentage of deaths per week for Female and Male mice…..……………………………………………………………………………………..…... | 5 |
| **Fig. S2.** Derivative log ratio spread (DLRS)-Quality control values for tested samples using Comparative Genomic Hybridization analysis (CGH) on the mouse 4X180K Agilent array.……….. | 6 |
| **Fig. S3.** CGH array results showing recurrent CNAs in memory cells from PLNs of diabetic mice... | 7 |
| **Fig. S4.** Additional interesting recurrent CNAs in two mice or more………………………………... | 8 |
| **Fig. S5.** Independent confirmation of CNAs in original unamplified DNA by MLPA…………….... | 9 |
| **Table S1.** Number of CNAs found in memory CD4^+^ lymphocytes from PNLs of tested mice……… | 10 |
| **Table S2.** The average of all probes of mice M23 and M25 in each chromosome clearly shows the sex differences between them.………………………………………………………………………. | 11 |
| **Table S3.** Number CNAs found in memory CD4^+^ T cells from the popliteal lymph nodes of 10 NOD mice and 7 BALB/c mice infected with *L. major*…...……………………………………….… | 12 |
| **Table S4.** Primer and Probes used for MLPA experiment…………………………...………………. | 13 |

**Supplemental Methods**

**Animal Model**

Similar to human T1D, NOD diabetes is caused by a combination of polygenic inheritance and environmental factors ([Pearson et al. 2016](#_ENREF_56); [Polychronakos & Li 2011](#_ENREF_58)). Female mice are predominantly affected (90- 100% by 30 weeks of age) compared to males that develop it at an older age with lower frequency.

Mice were kept in pathogen-free conditions (maximum of five mice per cage) and were fed a standard chow diet (Tekland irradiated global 18% protein rodent diet, 2918). During the study, animals were housed with lights on from 7:00 am to 7:00 pm, and access to food and water as ad libitum. Wild-type NOD/ShiLtJ (purchased from The Jackson Laboratory, Bar Harbor, ME) and BALB/c (purchased from Jackson Laboratory and Charles River) mice were monitored for glycosuria every two days. The onset of diabetes was detected by making the animal urinate on a reagent strip, ChemStrip uG/K (cat#: 10647705119, Roche), to detect glucose. Positive animals for glycosuria (>13.8 mmol/l (250 mg/dl) were euthanized and blood glucose was measured using a glucometer. All animals that fit the inclusion criteria were used (n= 25, 22 females and three males, Supplemental Table S1); there were no exclusion criteria and no randomization were applied. Since we had no prior information on which to base power calculations, the number of mice tested was determined by available funds. Diabetic mice were euthanized with CO2 and dissected to obtain pancreatic lymph nodes (PLN) for the isolation of memory CD4^+^ T cells. Tail samples were also obtained for sampling germline. For four mice, cells from other peripheral lymph nodes (Superficial cervical LN, Axillary LN and Inguinal LN) were also obtained as controls.

To compare with T cells proliferating in normal host defense, ten NOD (n= 10, Two males and eight females) and seven BALB/c mice (n= 7, females) (Supplemental Table S3) were infected with *Leishmania major* by injecting 5×106 late stationary phase *L. major* promastigotes (50 μl PBS) subcutaneously into the footpad. Three weeks after injection, mice were euthanized, and the popliteal lymph node was dissected. Blinding between diabetes and *L. major* infected animals was not possible because of the different source of material. However, the array data generation and the bioinformatics analysis were done blindly in one batch, using the same parameters.

**Detection of PZMs**

Test and reference DNA samples were labeled with different fluorescent tags (Cy3 and Cy5, respectively), which were next hybridized to the probes of the 4×180 chip, arrayed genome-wide but with concentration in and around coding sequences. The fluorescence intensity ratio (Cy3: Cy5) at each probe position reflects copy-number differences between the two DNA samples. In CGH if test and reference DNA are equal, the LRR is zero (log of the ratio 2 copies/ 2 copies = 0), which plotted against the chromosomal coordinates in bp, display a small amount of noise around 0. Series of consecutive probes drastically deviating from background noise indicates a copy-number change.

**Statistics**

The statistical significance of the recurrence of overlapping CNAs in different mice was estimated by permutation testing. The chromosomal coordinates of each CNA were randomly reassigned around the mouse genome and the number of overlaps noted. This process was repeated for 100,000 iterations. Either the actual length in kb of each CNA or the number of probes covering it were used in this simulation. Both gave similar results, but we retained the results of the probe permutation, a more conservative approach that avoids inflating the statistical significance because of non- homogenous distribution of the probes (favoring coding genes).

**Multiplex Ligation-dependent Probe Amplification (MLPA)**

Some CNAs were selected for confirmation by MLPA based on the presence of genes with an immune function and a lymphocytes expression. MLPA on the original unamplified DNA samples was used as the gold standard in CNV diagnostics. Primers (Supplemental Table S4) were designed for four loci. The amplification was carried out by PCR using 33 cycles, of 95°C for 30 seconds, 60°C for 30 seconds and 72°C for 1 minute. Amplification products were identified and quantified by capillary electrophoresis on an ABI310 genome analyzer. The peak areas of the PCR products were determined by GeneMapper software. Data were normalized by dividing each probe’s peak area by the average peak area of the control gene in each sample. The normalized peak pattern was divided by the average normalized peak pattern of all the samples in the same experiment.

TCR sequencing

PCR products were purified using the QIAquick PCR purification kit by Qiagen and prepared for MiSeq sequencing with the *Illumina* Nextera XT library preparation kit according to the manufacturer's manual. Sequencing was done using the MiSeq paired-ends (250 bp) protocol. The reads were aligned to the TCR reference sequence of the international ImMunoGeneTics information system (IMGT). The alignment assigned V and J segments in both the α and β chain. The CDR3 (non-template added random amino acids) was determined starting from the V segment conserved Cysteine (Cys) at position 104 and the conserved Phenylalanine/Tryptophan (Phe/Trp) at positions 118 in the J segment.

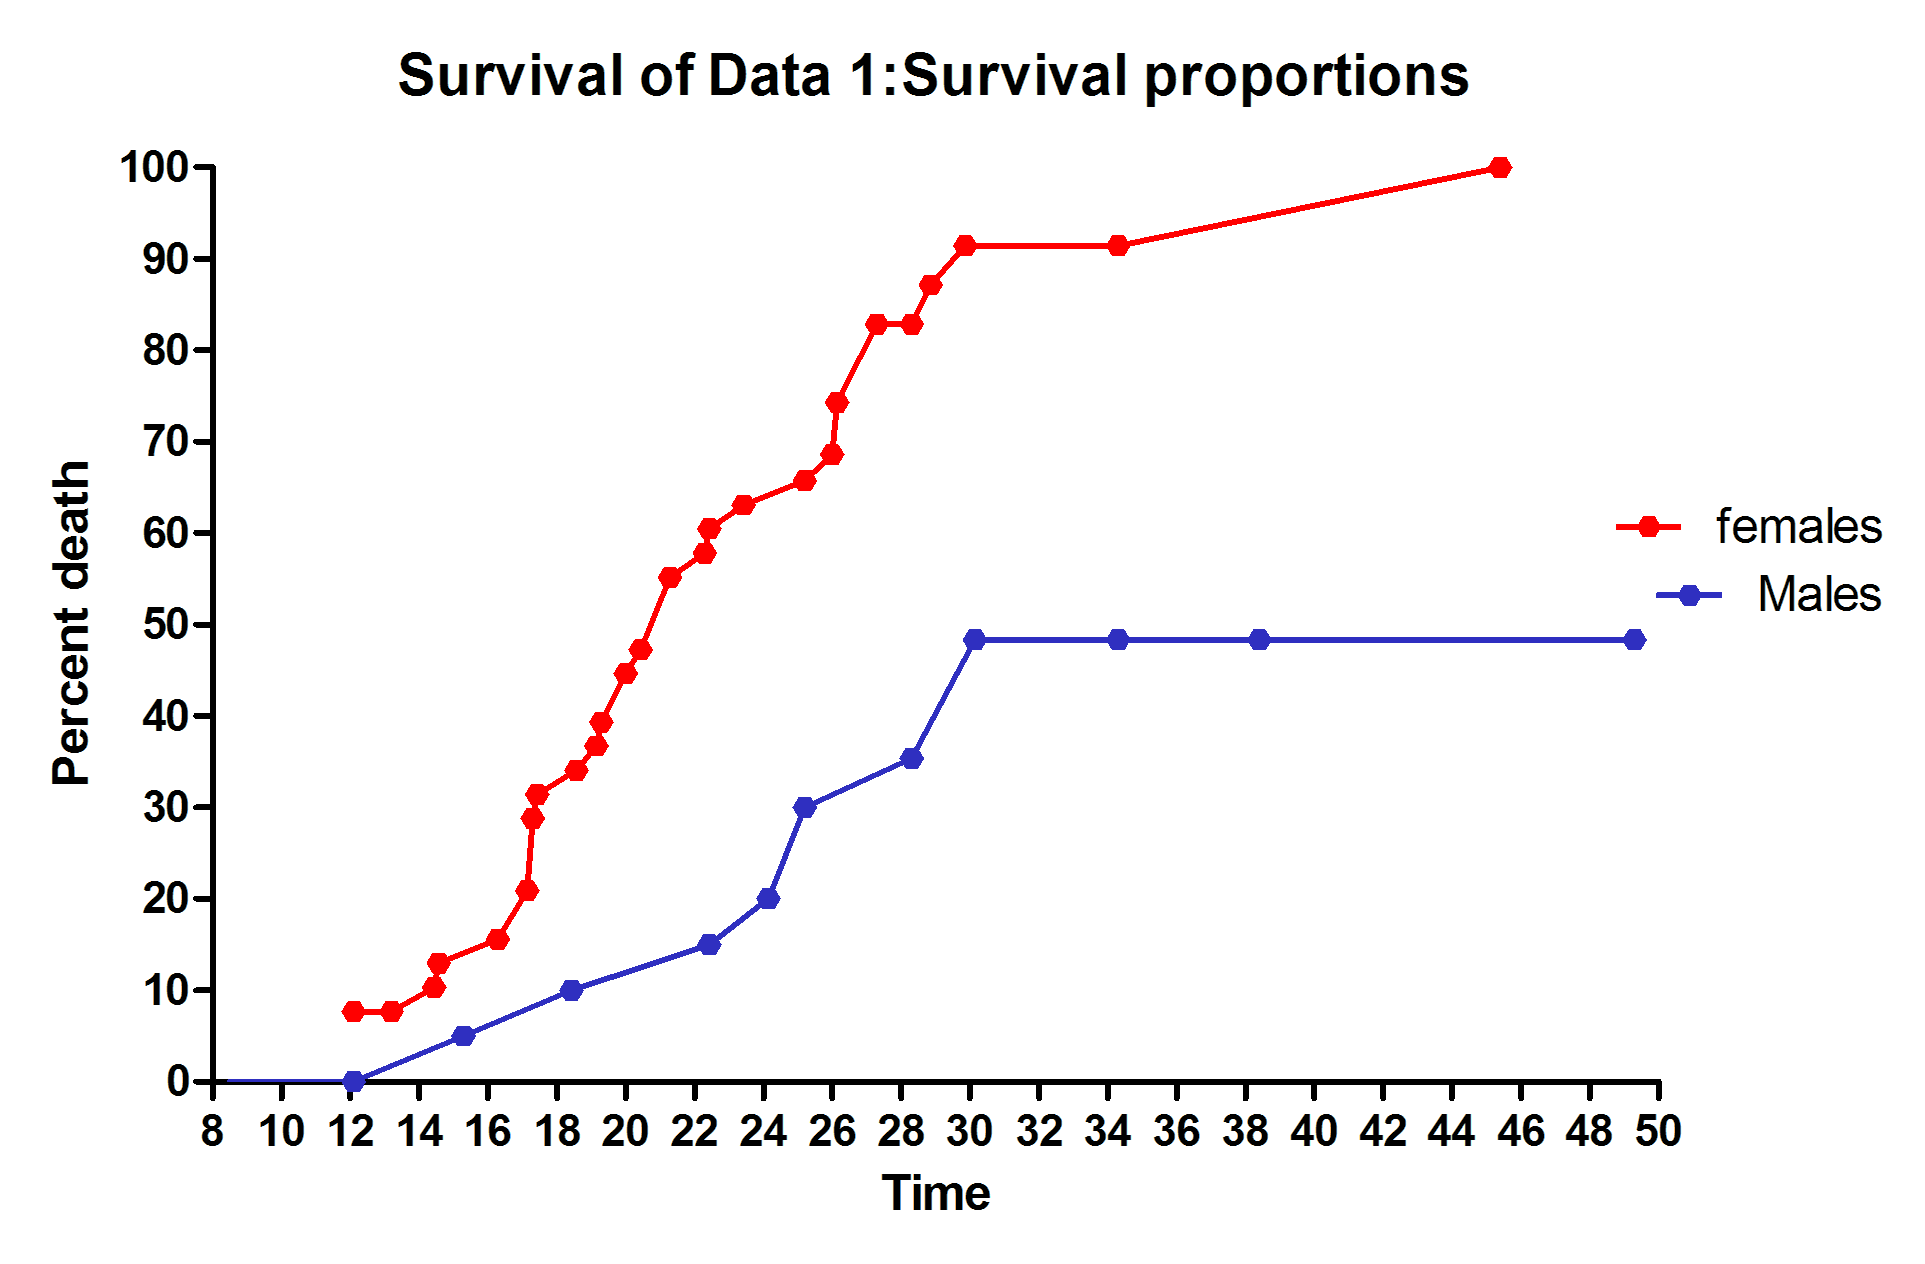

**Fig. S1.** Survival curve of NOD mice showing the percentage of deaths per week for Female and Male mice.

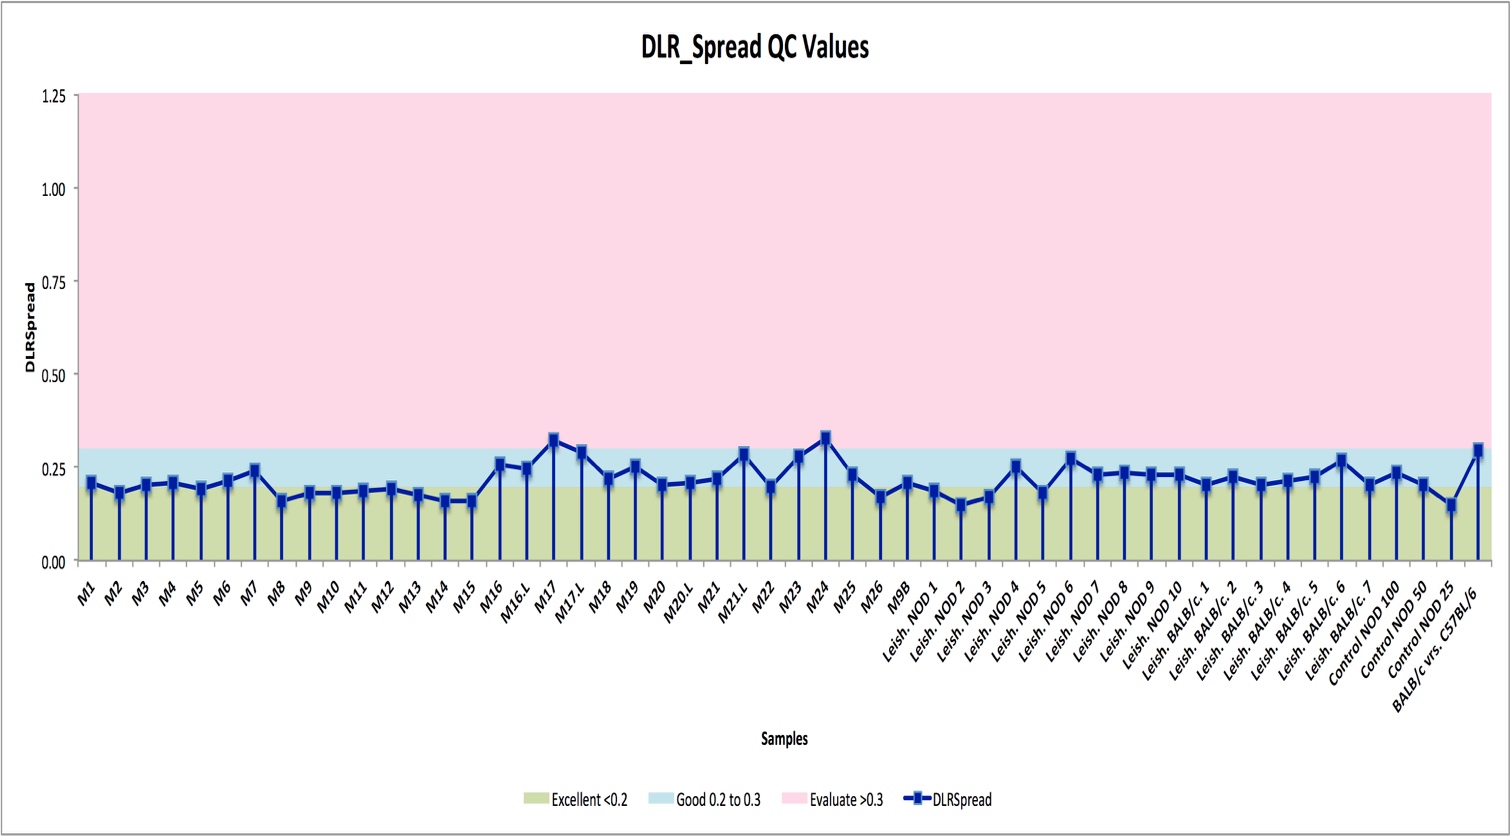

**Fig. S2.** Derivative log ratio spread (DLRS)-Quality control values for tested samples using Comparative Genomic Hybridization analysis (CGH) on the mouse 4X180K Agilent array. DLRSpread values are within Agilent technologies specifications.

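DLRSpread computed here from neighboring autosomal probes stayed close to the value in each array's header. It was 0.160 to 0.334 in the 25 PLN arrays (header values 0.159 to 0.326), 0.203 to 0.291 in the 4 peripheral LN arrays and 0.149 to 0.272 in the infected mice. M24 had the highest spread, 0.334, and M8 the lowest of the PLN arrays, 0.160.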

**
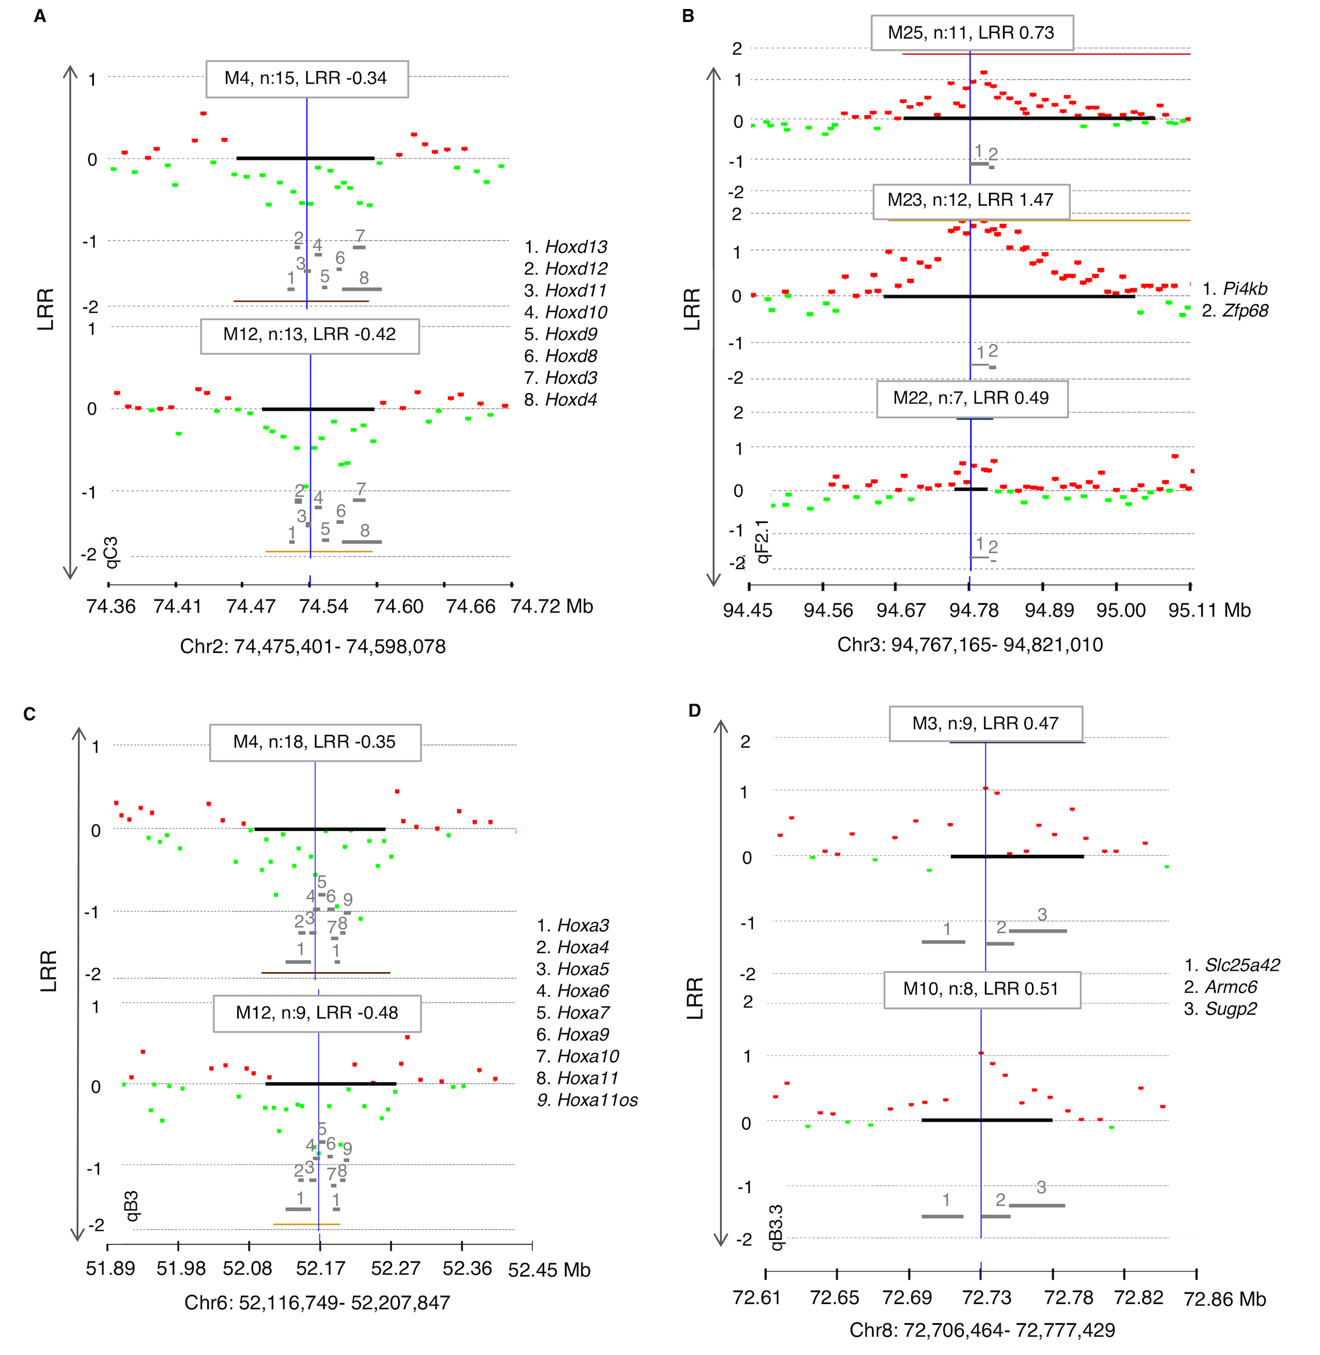
**

**Fig. S3.** CGH array results showing recurrent CNAs in memory cells from PLNs of diabetic mice (n: number of affected probes, location of genes is indicated by numbers). (*A* and *C*) Two recurrent copy losses spanning *Hoxa* and *Hoxd* gene family. (*B*) A recurrent copy gain in cells of three mice spanning *Pi4kb*. (*D*) A recurrent copy gain in two mice spanning *Armc6*.

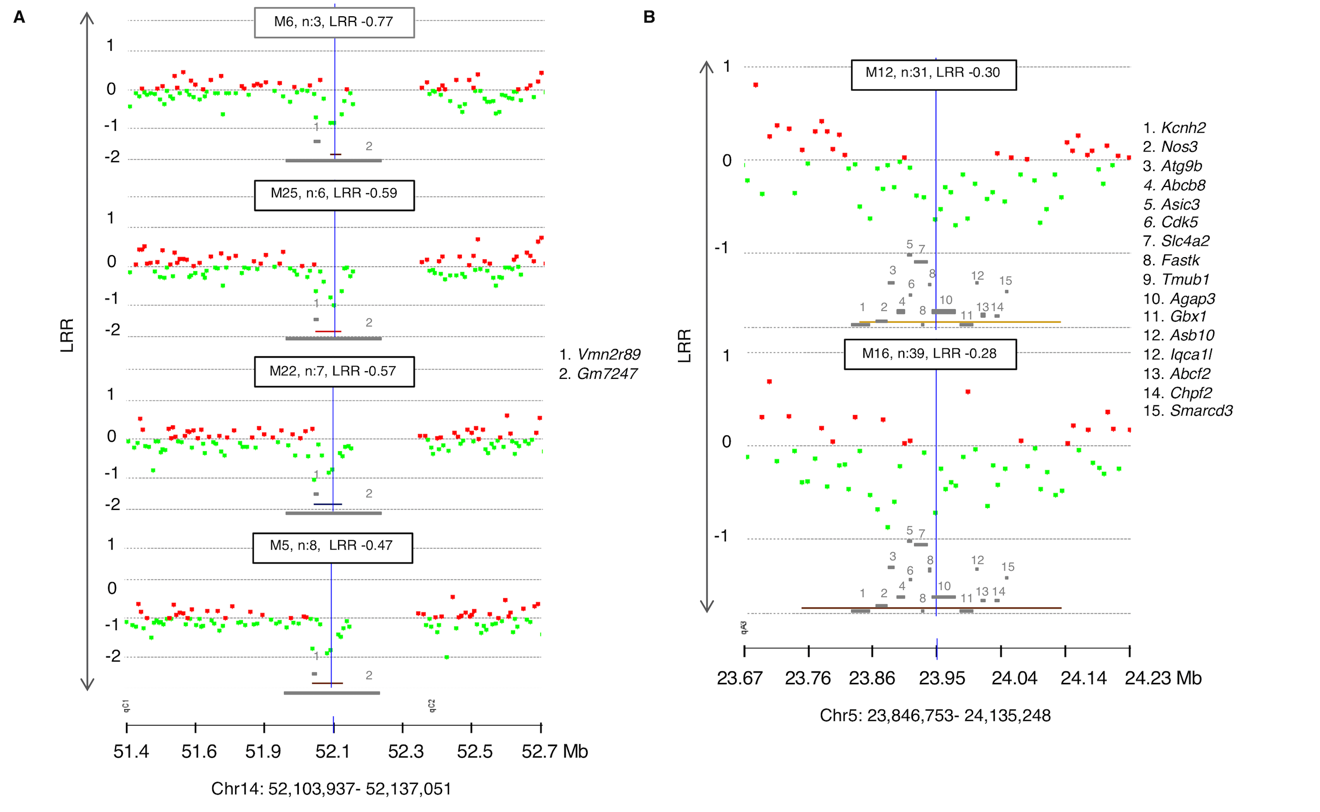

**Fig. S4.** Additional interesting recurrent CNAs in two mice or more. **(*A*)** CNA is in chr14 (chr14: 52,061,318- 52,145,237) in the memory cells of M5 and M22 is a copy loss that spans *Gm7247* and *Vmn2r89.* These two genes are also spanned by copy losses CNAs in mice M6 and M25 called by ADM2, however, missed the CBS cut off. (***B)*** A recurrent CNA is a copy loss in chromosome 5 (chr5: 23,846,753- 24,135,248) found independently in two different diabetic mice M16 and M12 in which both were called by ADM2, however, missed the CBS cut off for one of the mice (M16).

**
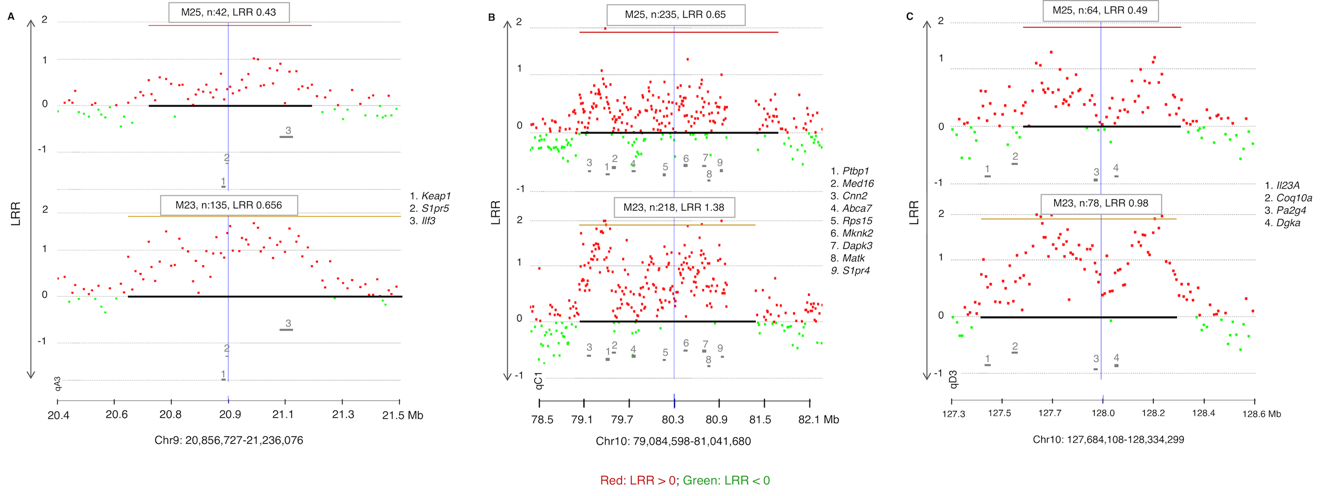
**

**Fig. S5.** Independent confirmation of CNAs in original unamplified DNA by MLPA. Four recurrent loci with copy-gain in M23 and M25 spanning genes with immune function were tested, along with DNA from two other mice that did not have the CNA (n: number of affected probes). *A*, *B* and *C* show CGH results at three different loci (DLRSpread M23: 0.28, M25: 0.23).

**Table S1.** Number of CNAs found in memory CD4^+^ lymphocytes from PNLs of tested mice (DLRSpread values; Supplemental Fig. S2).

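Counts per mouse and the CNAs of the mice with 5 or fewer follow from the calls made here. M19 and M21 had 0. M1, M9, M11, M13, M14, M15 and M17 had 6 or 7 each, M8 31 and M18 23. M2 had a gain on chromosome 8 from 72612694 to 72795346 (20 probes, mean LRR 0.38) over Ncan and losses of 3 probes over Slc26a9 and Wdr65. M3, besides the gain on chromosome 8, had gains on chromosome 17 over Pou5f1 and Tcf19 (16 probes, 0.41) and over Fem1a and Ticam1 (6 probes, 0.59), and losses on chromosome 19 over Pdcd4 (12 probes, -0.29) and on Chr X over Dcaf12l1 and Dcaf12l2 (29 probes, -0.28). M5 had losses at Celf4 (5 probes, -0.61) and 2610034M16Rik (3 probes, -0.69), and M6 gains at Mast4 (5 probes, 1.06) and Klraq1 (3 probes, 0.82). M7 had 1 loss of 3 probes at Tcf7l1 (-0.87), a transcription factor of the Wnt pathway. M10 had gains at Defb20 and Defb23 (5 probes, 0.58), Iqgap2 (6 probes, 0.54) and Gpc4 (5 probes, 0.55), and 1 of 3 probes on chromosome 5 with no annotated gene (0.82). M20 had a gain on chromosome 6 from 53170721 to 53486682 (23 probes, 0.27), and M24 losses at Trhde (3 probes, -1.28) and on chromosome 10 from 126578875 to 126780161 (23 probes, -0.42) over B4galnt1 and Pip4k2c. By the simulated CNAs tested, 3 probes at an LRR of 0.5 were found in at most 20% of cases and 10 probes in 100%. By the paper's formula a loss of that size is carried by most of the cells. Most 3-probe CNAs of that size or smaller would therefore be missed, and not only those of low mosaicism.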

| **Mouse Sample** | **Sex F/M** | **Age (weeks)^a^** | **Blood Glucose^b^** | **#CNAs** |
| --- | --- | --- | --- | --- |
| M1 | F | 18.4 | 11.1 | 0 |
| M2 | F | 9 | 13.7 | 0 |
| M3 | F | 18.4 | 15.8 | 1 |
| M4 | F | 23.1 | 16.3 | 3 |
| M5 | F | 19 | 18.9 | 1 |
| M6 | F | 27.3 | 19.5 | 0 |
| M7 | F | 22.6 | 20.5 | 1 |
| M8 | F | 15.1 | 25.6 | 0 |
| M9 | F | 20.3 | 26.2 | 0 |
| *M9B ^c^* | F | 20.3 | 26.2 | 0 |
| M10 | F | 23.7 | 27 | 1 |
| M11 | F | 19 | 30.5 | 0 |
| M12 | F | 14.1 | High | 4 |
| M13 | F | 17.3 | High | 0 |
| M14 | F | 18.7 | High | 0 |
| M15 | F | 23.7 | High | 0 |
| M16 | F | 24.3 | 19.3 | 1 |
| *M16L^d^* | F | 24.3 | 19.3 | 0 |
| M17 | F | 20.1 | High | 0 |
| *M17L^d^* | F | 20.1 | High | 0 |
| M18 | M | 22.3 | High | 1 |
| M19 | M | 24.1 | 22.2 | 0 |
| M20 | F | 21.2 | 22.5 | 0 |
| *M20L^d^* | F | 21.2 | 22.5 | 0 |
| M21 | F | 29.1 | 15.8 | 0 |
| *M21L^d^* | F | 29.1 | 15.8 | 0 |
| M22 | F | 23.6 | 19.9 | 5 |
| M23 | F | 14 | 25.1 | 295 |
| M24 | F | 21.3 | 20.7 | 0 |
| M25 | M | 18.4 | 22.7 | 90 |

^a^ Age: Age of disease onset in weeks.

^b^ Blood Glucose in mmol/L

^c^ M9B a duplicate amplification of sample M9

^d^ M16L, M17L, M20L and M21L: samples from the peripheral LNs from the same mice M16, M17, M20 and M21 respectively.

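Sex chromosome probes separated the pair of mice in test and tail DNA alike. M23's mean intensity of the test DNA was 1345 over chromosome 19, 1346 over Chr X and 131 over Chr Y, and that of its tail DNA 1353, 1344 and 136. M25's was 1384, 763 and 730, and its tail DNA had 1403, 743 and 767. The means were taken over probes of the deposited intensities, in arbitrary units, without log transformation.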

**Table S2.** The average of all probes of mice M23 and M25 in each chromosome clearly shows the sex differences between them. Fluorescent signals for test and reference intensity is in normalized arbitrary units.

| **M23** | | | **M25** | | |
| --- | --- | --- | --- | --- | --- |
| **Chr** | **Test** | **Reference** | **Chr** | **Test** | **Reference** |
| **19** | 1,363 | 1,358 | **19** | 1,392 | 1,405 |
| **X** | 1,342 | 1,339 | **X** | 760 | 742 |
| **Y** | 128 | 133 | **Y** | 691 | 723 |

**Table S3.** Number CNAs found in memory CD4^+^ T cells from the popliteal lymph nodes of 10 NOD mice and 7 BALB/c mice infected with *L. major.*

| **Mouse Sample** | **Sex F/M** | **Age (w)^a^** | **Blood Glucose^b^** | **# of CNAs** |
| --- | --- | --- | --- | --- |
| Leish. NOD 1 | M | 9 | Low | 0 |
| Leish. NOD 2 | M | 9 | Low | 0 |
| Leish. NOD 3 | F | 14 | Low | 0 |
| Leish. NOD 4 | F | 14 | Low | 0 |
| Leish. NOD 5 | F | 14 | Low | 2 |
| Leish. NOD 6 | F | 14.2 | Low | 0 |
| Leish. NOD 7 | F | 14.2 | Low | 1 |
| Leish. NOD 8 | F | 14.2 | Low | 0 |
| Leish. NOD 9 | F | 14.2 | Low | 0 |
| Leish. NOD 10 | F | 14.2 | Low | 0 |
| Leish. BALB/c. 1 | F | 19 | Low | 0 |
| Leish. BALB/c. 2 | F | 19 | Low | 1 |
| Leish. BALB/c. 3 | F | 19 | Low | 0 |
| Leish. BALB/c. 4 | F | 19 | Low | 0 |
| Leish. BALB/c. 5 | F | 19 | Low | 1 |
| Leish. BALB/c. 6 | F | 19 | Low | 2 |
| Leish. BALB/c. 7 | F | 19 | Low | 0 |

### ^a^ Age is age of authorization after three weeks of infection

### ^b^ Glucose level measured in mmol/L

**Table S4.** Primer and Probes used for MLPA experiment. LPO: Left probe oligonucleotide; LHS: Left hybridizing sequence; RPO: Right hybridizing sequence, RPO: Right Probe oligonucleotide. Len: number of nucleotides

| **Gene** | **IFNG** | **CanX** | **Ascc3** | **Sod3** | **Sepsecs** | **Fancb (Chr X)** |
| --- | --- | --- | --- | --- | --- | --- |
| **LPO** | GGGTTCCCTAAGGGTTGGA | GGGTTCCCTAAGGGTTGGA | GGGTTCCCTAAGGGTTGGA | GGGTTCCCTAAGGGTTGGA | GGGTTCCCTAAGGGTTGGA | GGGTTCCCTAAGGGTTGGA |
| **LHS** | TCCAGCCTCAGGAAGCGGAAAAGGAGTCG | GTCCTAGGAGAGGGCCTGGTGTACCTTAG | TGACGGACTCTGTTGGTTACATGGAGACA | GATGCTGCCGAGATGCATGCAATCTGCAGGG | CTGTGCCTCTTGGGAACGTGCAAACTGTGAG | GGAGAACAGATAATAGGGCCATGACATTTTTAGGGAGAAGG |
| **RHS** | CTGCTGATTCGGGGTGGGGAAGAGATTGT | GTGGGAGCTCAAAACCTCAAGATGTCACC | AAGGCTATCAGACAGACGTTTGGTCCCTT | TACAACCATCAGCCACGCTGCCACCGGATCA | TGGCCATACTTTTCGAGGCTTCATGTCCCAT | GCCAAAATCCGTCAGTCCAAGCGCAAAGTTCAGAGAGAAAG |
| **RPO** | TCTAGATTGGATCTTGCTGGCAC | TCTAGATTGGATCTTGCTGGCAC | TCTAGATTGGATCTTGCTGGCAC | TCTAGATTGGATCTTGCTGGCAC | TCTAGATTGGATCTTGCTGGCAC | TCTAGATTGGATCTTGCTGGCAC |
| **LHS len** | 29 | 29 | 29 | 31 | 31 | 41 |
| **RHS len** | 29 | 29 | 29 | 31 | 31 | 41 |
| **Hs len** | 58 | 58 | 58 | 62 | 62 | 82 |
| **Total len** | 100 | 100 | 100 | 104 | 104 | 124 |

How the deposited data were processed for this re-analysis (not part of the article)

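DNA copy number was measured on 52 Agilent 2-color mouse CGH arrays, 1 per sample: CD4+ memory T cells from the PLN of 25 diabetic NOD mice, from the peripheral LN of 4 of them and from 10 NOD and 7 BALB/c mice infected with L. major, the controls M26 and M9B, 3 mixtures of NOD and C57BL6/J tail DNA and 1 BALB/c tail. All arrays were mapped to their samples, and groups follow the sample labels.

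The authors amplified the DNA, hybridized it with a reference and had the arrays scanned and extracted with Agilent software, version 10.7.3.1 on 31 arrays and 11.0.1.1 on 21. For each array the deposited processed signals are an intensity per spot and dye, with the background subtracted, spatial trends removed and the dyes scaled by a linear factor per array. The deposited median and background signals are raw pixel medians, also an intensity. The deposited log ratio of each spot is the log10 of the Cy5 over the Cy3 processed signal, with its error. The authors also deposited a matrix of processed log2 ratios for 67227 to 69274 probes per array, which are part of the probes. Its column medians lie between -0.03 and 0.05 on the log2 scale, so each column is centred near 0, but how it was scaled and centred is unknown. Its direction was set per array from the correlation with the log ratio of the same array (r of 0.736 to 1.00 over 50 arrays). The column of the BALB/c tail had the opposite direction (r = -0.999) and was turned. The column of L. major NOD 10 equals that of M17 at 92.5% of probes (r with its own array 0.476) and was left out wherever the matrix was used.

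LRR was the log2 of test over reference of the processed signals, with dyes taken from the labels, averaged over spots of a probe and centred on the autosomal median of the array. Of 180880 spots per array 6575 control spots and the outlier spots were left out, and no loess or quantile step was added. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0 was used, and R 4.3.3 with limma 3.58.1. CNAs were called by circular binary segmentation (change-point p of 1e-04) together with an interval score of 6 or more scaled by the array's noise. A call needed 3 or more probes, a mean LRR of at least 0.25 in size and 50% of its probes inside scored intervals of the same direction. Single probes beyond 4 SD were pulled in to 2 SD before segmentation, and adjacent calls of one direction were merged. Germline probes were those in own calls on the 100% NOD array (losses, 1809 probes) and on the BALB/c tail (autosomes, 821 probes). The caller was tested on simulated data. It found 100% of simulated 10-probe CNAs at an LRR of 0.5, 95% or more of 25-probe CNAs at 0.3 and at most 20% of 3-probe CNAs at 0.5, with 0 false calls on 12 arrays of normal noise and 7 on 12 arrays drawn from M26. GC content explained 0.68% of the variance of the log ratios in M26, against 40.1% in L. major NOD 6. The number of false calls on arrays with a strong GC trend was therefore not tested. The median signal over background was 10.7 to 77.9 in Cy3 and 10.3 to 47.8 in Cy5.

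Groups were compared by permutation tests exact where there were at most 100000 splits of the mice and with 100000 random permutations otherwise, by Fisher's exact test, and by 10000 random placements for shared loci. The 4 PLN and peripheral LN samples of the same mice were paired. All tests were two-sided unless stated. P-values over the 13 loci, over genes and over gene lists were adjusted by Benjamini-Hochberg. Genes with 3 or more probes (9462) were compared between diabetic and L. major NOD mice with limma, with the test dye as a covariate, and the same fit on simulated differences of 0.1, 0.2, 0.3 and 0.5 found 38%, 68%, 90% and 98% of the changed genes with 19 false calls. The lists compared were the Hoxa, Hoxb, Hoxc, Hoxd, histone, vomeronasal receptor, olfactory receptor, ribosomal protein, zinc finger, protocadherin and keratin-associated genes, the genes of Table 2 and the T cell receptor and immunoglobulin windows.

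Genes and CNAs were named by a rule: every gene and locus the paper names in its results and in Tables 1 and 2; the 10 genes with the largest positive and the 10 with the largest negative difference past an adjusted p of 0.05; the CNAs at a claimed locus in the arrays named there; the 5 longest CNAs of M23 and of M25; and every CNA of an array with 5 or fewer. The values in the paper's tables had been seen when the rule was set. Samples, tests, this rule and most alternatives were set before the data were examined. The alternatives were normexp background correction (offset 50), the authors' log2 matrix, Cy3 over Cy5 on all arrays, removal of a smooth wave in 1 Mb bins, each caller alone, a score of 8, 5 or more probes, an LRR of 0.5, probe weights from the deposited error, all probes, autosomes only, a reciprocal overlap of 50%, length in kb, arrays with the test DNA in Cy3, omission of M23 and M25 or of single mice, slide or replicate number as a block, and median or mean over probes or genes. Regression on the GC content of 40 kb, Chr Y of female mice kept, permutation within dye or slide, losses or gains only in the mixtures, omission of L. major NOD 6, and limma on the Cy5 arrays, on the Cy3 arrays with GC content regressed out or without the block, were added after seeing the data. MLPA, TCR sequencing and flow cytometry were not analysed here. One of the 13 loci is counted in the totals but is otherwise not reported here.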

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

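Tests of array noise, of the sort profile and of the TCR losses for M23 and M25, and everything that uses the regression on GC content, were chosen after the results were seen, except that what the regression would show for M23 and M25 and for the Hox clusters was written down first.

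In 72 groups of 4 to 10 arrays, 6 had an array far from the others, where chance gives about 3.6 (5%). L. major NOD 6 had 312 CNAs (the 9 others 3 to 54) and an SD of the LRR over 1 Mb bins of 0.202 (others 0.0606 to 0.106). L. major BALB/c 6 had 71 CNAs (others 0 to 26). L. major NOD 9 had a mean LRR of -0.31 at the histone locus at 23648864 on chromosome 13 (others -0.09 to 0.15). Of the 6 memory-only mice, M23 had 390 CNAs (others 0 to 132) and M25 a mean LRR of -0.41 at Hoxa (others -0.12 to -0.07).

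Signals the paper does not discuss appeared in M22, M23 and M25. With the GC content regressed out, gains shared by all 3 were called on chromosome 5 from 138042701 to 138141235 (Pcolce, Irs3 and Agfg2), on chromosome 7 from 26007497 to 26063247 (Gsk3a, Erf and Cic) and on chromosome 11 from 96709847 to 96830241 (Copz2 and Cdk5rap3). Before the regression their mean LRR was 0.24, 1.48 and 0.97 on chromosome 5 in M22, M23 and M25, 0.35, 1.71 and 1.05 on chromosome 7, and 0.24, 1.63 and 0.89 on chromosome 11. The infected mice had -0.13 ± 0.16, -0.19 ± 0.21 and -0.09 ± 0.17 (SD, n = 17). M23 also had 54 losses, where the paper lists gains only; with the GC content regressed out it had 11, and M26 had 0 on autosomes. These loci were chosen after their values were seen.

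The large number of CNAs in M23 and M25, whose arrays shared a slide with M19 (0 CNAs), was weighed first. GC content of the DNA around the probes was argued against as its whole cause, since 98.3% of the number was left after the regression, and noise of the arrays as well, since of the 5 other diabetic arrays with at least the spread of M25 3 (M24, M19 and M7) had 5 CNAs or fewer, with 6 in M17 and 172 in M16. A memory-only sort profile alone was argued against by the 4 other memory-only mice, whose highest count was 16, and a swap with a mouse of the other sex by Chr X and Chr Y signals that matched between test and tail DNA. TCRA-D losses of M23 (-0.86) and M25 (-1.03) were the shallowest of the 21 diabetic arrays with the test DNA in Cy3, against -1.53 ± 0.23 (SD) in the other 19, while at TCRB 6 and 4 arrays were shallower. Next at TCRA-D came M24 (-1.11, 2 CNAs) and M22 (-1.19, 16 CNAs), which are also memory-only. Within Cy5 the memory-only M20 (-0.85) and M21 (-0.87) were likewise shallower than M16 (-1.01) and M17 (-0.99). Shallow TCRA-D losses thus went with the sort profile and were not particular to M23 and M25. Contamination, a mixture with other cells, a swap with a mouse of the same sex, the slide and preferential amplification stay open. Against amplification artifacts the paper cites its MLPA of unamplified DNA for M23 and M25, which was not analysed here. The legend of that MLPA figure reports gains in M23 only. No biological explanation other than the sort profile was tested.

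Losses at the Hoxa and Hoxd clusters in M4 and M12 were weighed next. GC content may account for part of them: the mean LRR over both clusters was -0.51 before and -0.33 after the regression, so that 63.3% was left, which lies between the bounds set for and against it. Over all mice the infected ones were lower, with a diabetic minus infected difference of 0.091 ± 0.051 (standard error; permutation test, p = 0.079), against what diabetes as the source would give. That comparison mixes the dyes, with Cy5 on 12 of 17 infected and 4 of 25 diabetic arrays, and averaged within dye the difference was 0.03 ± 0.07 (standard error), -0.0007 within Cy3 (exact permutation test, p = 0.99) and 0.07 within Cy5 (exact permutation test, p = 0.54). With the dye held the difference lies within its spread of 0, so diabetes stays open as a source.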

How the results depend on the processing

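Permutation within dye or slide, regression on GC content, omission of L. major NOD 6, Chr Y of female mice kept, and losses only in the mixtures were chosen after the results were seen; the cause was not tested for any change below. Over 49 results and 278 values under an alternative, 209 kept their direction and side of the threshold (or moved by less than the spread), 20 fell short of the threshold, 2 passed it, 17 moved and 30 reversed.

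The difference in CNA count (7.58) was -2.08 with normexp, -11.3 without M23 and M25 and -10.1 within slides. On the log2 scale (-0.17) it was 0.54 with the authors' matrix, 0.50 with GC regressed out, 0.37 with the ADM-type score alone, 0.21 with all probes, 0.10 with Chr Y of females kept and 0.13 without L. major NOD 6; none of these passed 0.05. The difference in CNA size (-46.6 probes) was -14.2 over the mean size per mouse (permutation test, p = 0.103; -22.3 to -19.1 with p of 0.029 to 0.047 with the ADM-type score alone, a score of 8, 5 or more probes or Chr Y of females kept, and past 0.05 in none of these without L. major NOD 6), -3.15 without L. major NOD 6 (permutation test, p = 0.46), 10.73 with the matrix, 11.7 with GC regressed out and 14.6 on Cy3 arrays. Shared loci (180) numbered 99 with normexp, 99 with the wave removed, 28 at an LRR of 0.5, 21 with the matrix and 18 with GC regressed out. Named loci past the threshold (5) were 7 with normexp, which adds Hoxa (adjusted p = 0.034) and Abca7 (adjusted p = 0.041), 1 with the matrix, 1 with the median over probes, 1 with GC regressed out and 1 within dye. With Cy3 over Cy5 on all arrays the differences became -0.20 at Hoxd, -0.40 at Hoxa, -0.14 at Armc6, -0.13 at Igflr1, -0.22 at Fastk, -0.21 at Abca7 and -0.036 at Dgka. That direction also turns the TCR losses of Cy5 arrays into gains, which rearrangement cannot give. TCRB became 0.58 in the peripheral LN and 0.45 in BALB/c mice. For the Cy5 T cell arrays the labels' direction therefore holds. For the BALB/c tail it was not tested, and the authors' column ran the other way there. By its label that array had 80 gains and 15 losses, against 32 and 235 on the 100% NOD array. Hoxd was -0.019 with GC regressed out and Armc6 -0.026 within dye.

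The mixtures' NOD shares (80.8% and 61.2%) were 60.7% and 34.4% with normexp, and 55.1% and 30.9% over losses only. The measured over the stated share of the middle mixture (1.62) was 1.08 with the 75% of the labels. That ratio cannot decide for the labels, since the same slope also read far above the stated share of the mixture with the least NOD DNA. With normexp or over losses only, that mixture read closer to its stated share. In both settings the middle mixture lay nearer the paper's share than the labels' share. The memory-only difference (0.41) was -1.65 without M23 and M25 and -0.57 to 1.15 when single mice were left out, below 0 without M23 (-0.57) or M25 (-0.26). Among gene lists, protocadherins were 0.011 as a mean over genes and 0.023 with dye-adjusted values, Hoxb 0.0031 without M23 and M25 and 0.024 dye-adjusted, zinc finger genes -0.0022 dye-adjusted and TCRA-D 0.19 dye-adjusted. M26 had 0 CNAs with normexp, 5 or more probes, probe weights or autosomes only, and 8 with the ADM-type score alone (2 in the main setting). With the replicate number as a block limma called 0 genes (677 at an unadjusted p under 0.05, against 921 for the same mice without the block). The numbers do not pair the mice: over 10 pairs r was -0.59 to 0.46 (median -0.093), 3 were above 0.1 and 0 had their highest r with their own number. Median signal over background was lowest at 10.3, and whether it limits the size of an LRR was not tested.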

Differences from the paper's values

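The paper's counts came from Agilent's ADM-2 together with DNAcopy. The caller used here follows its thresholds with its own code, so the counts compare programs as well as input values. The same caller was also run on the authors' log2 matrix, which holds part of the probes. There M4, M16 and L. major NOD 6 had 3, 1 and 0 CNAs, the paper's counts, against 156, 172 and 312 in the main setting. On these arrays the gap went with the input values. M8 still had 19, where the paper counts 0. Regression on GC content was chosen after seeing the values; the other settings named were set before the data were examined.

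The paper's total for the 25 diabetic mice is 403 CNAs and the total here 1088. Within 1.5 times the paper's were 526 with the authors' log2 matrix and 511 at an LRR of 0.5; outside it were normexp (673), the score of 8 (793), the wave removed (926), 5 probes (962), probe weights (1017), autosomes (1062), Cy3 over Cy5 (1088), segmentation alone (1228), the ADM-type score alone (1249) and all probes (1313). For the 17 infected mice the paper's total is 7 and that here 611, and it stayed above the paper's in every setting set beforehand that was run on all 17 (195 to 735). With the authors' log2 matrix, run on 16 infected mice, it was 39. With GC content regressed out, chosen after seeing the values, the totals were 576 and 56. That setting has no call at 3 of the paper's 3 CNAs of M4, 3 of 4 of M12, 2 of 2 of M16, 1 of 1 of M7 and of M18, 16 of 295 of M23, 2 of 90 of M25, 2 of 2 of L. major NOD 5, 1 of 1 of NOD 7 and 2 of 2 of BALB/c 6.

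Per array, the paper's count is 0 and that here 6 for M1, 3 for M2, 3 for M6, 31 for M8, 7 for M9, 7 for M11, 6 for M13, 7 for M14, 6 for M15, 6 for M17, 1 for M20, 2 for M24, 1 for M16L, 2 for M17L, 2 for M26 (both on Chr Y, with the signal of a female) and 7 for M9B. The paper's count is 1 and that here 5 for M3, 2 for M5, 5 for M10, 172 for M16 and 23 for M18. For M4 the paper's is 3 and that here 156, for M12 the paper's 4 and here 101, and for M22 the paper's 5 and here 16. In infected NOD mice the paper's count is 0 and that here 12 for NOD 1, 21 for NOD 2, 54 for NOD 3, 3 for NOD 4, 312 for NOD 6, 4 for NOD 8, 17 for NOD 9 and 23 for NOD 10; for NOD 5 the paper's is 2 and here 13, and for NOD 7 the paper's 1 and here 44. In BALB/c mice the paper's is 1 and here 26 for BALB/c 2, 0 and 1 for BALB/c 4 and for BALB/c 7, 1 and 9 for BALB/c 5, and 2 and 71 for BALB/c 6. Of 48 arrays 9 were within 1.5 times the paper's count, and with the alternatives 2 (ADM-type score alone), 6 (segmentation alone), 10 (normexp, wave removed or probe weights), 12 (5 probes), 14 (score of 8 or LRR of 0.5) and, over 47 arrays, 23 (matrix).

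The paper counts 2 of 10 infected NOD mice with a CNA, against 10 here and 6 to 10 in the alternatives, none within the paper's. In BALB/c mice the paper counts 3 of 7, against 5 here; the score of 8 and 5 or more probes gave 3, and the other alternatives 5 to 7. The paper's number of recurrent loci is 8 and that here 180, with 21 to 249 with the other settings set beforehand and 18 with GC content regressed out, none within 1.5 times. The paper's mean size of CNAs in infected mice is 7.71 ± 2.03 probes (the paper's SEM) and that here 85.0 ± 5.25 (SEM), with 11.9 to 127 with the other settings set beforehand, all more than 1.5 times the paper's, and 10.0 with GC content regressed out, within it. The paper's list of those 7 CNAs gives 15.4 ± 5.45 (SEM). For the 25% mixture the paper lists 8 loci and 26 were called here; no alternative was run for it.

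For the loss of M4 on chromosome 10 from 79084598 the paper's mean LRR is -0.25 and that here -0.55, with -0.51 under normexp and, within the paper's, -0.23 with the matrix. With GC content regressed out it was -0.085. For the loss of M12 on chromosome 4 from 148271563 the paper's is -0.53 and that here -0.70, with -0.84 under normexp and, within the paper's, -0.52 with the matrix. With GC content regressed out it was -0.29. The other 24 listed CNAs of mice other than M23 and M25 were within the spread over probes. The 295 CNAs the paper lists for M23 had a mean LRR of 0.74 here (the paper's 0.81; r = 0.988 over CNAs, which are not independent) and the 90 of M25 0.52 (the paper's 0.56; r = 0.989), each a gain in both.

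In direction, the paper reports larger CNAs in diabetic than in infected mice, and here they were smaller in the main setting, by 3.15 probes without L. major NOD 6, and larger with the matrix, with GC regressed out and on Cy3 arrays. It reports losses at Hoxa and Hoxd as recurrent in diabetic mice, and here they were also called in 7 and 5 infected mice; its own list holds such losses in infected mice. The paper's CNAs of M5, M7, M18 and BALB/c 5 had no call here, and 273 of its 295 for M23 and 82 of its 90 for M25 had one. That of M5 was called with GC content regressed out and that of M18 by the ADM-type score alone. That of BALB/c 5 was called by segmentation alone and with GC content regressed out. Labels give 75% NOD for the middle mixture, where the paper gives 50%. The total of overlaps between mice that the paper gives was not computed here.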

Other observations

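The regression on GC content and the tests at Armc6 in NOD mice alone were chosen after the results were seen, and what exons, transcription starts, dye, GC content and chance would show was written down before each test.

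Gene by gene, no difference between diabetic and infected NOD mice passed the threshold: limma called 0 of 9462 genes at an adjusted p of 0.05, with 491 at an unadjusted p under 0.05, and no other tool was run. The lowest p was that of Katna1 (difference -0.12, adjusted p = 0.39). Array batch and GC content could not be tested as sources, since there was no call to lose. On the Cy3 arrays 0 genes passed, and after the regression 0 genes. Other splits of the mice cannot decide on chance, since with 0 genes in the real one all 100 of 100 give as many. Of these 2 gave any call and the highest 874, a structure of the samples whose source was not tested.

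Of 17 gene lists and windows none passed an adjusted p of 0.05 between diabetic and infected NOD mice, and adjusted over the list alone 0 genes passed in the 10 lists with a gene in the limma fit (1 gene each for Hoxa, Hoxb, Hoxd, histones and Table 2); Hoxc and the 6 windows had none. The differences were 0.17 for Hoxa (adjusted p = 0.13), -0.0061 for Hoxb (0.93), 0.13 for Hoxc (0.12), 0.09 for Hoxd (0.27), 0.19 for histone genes (0.42), -0.07 for vomeronasal receptors (0.14), -0.06 for olfactory receptors (0.13), 0.06 for ribosomal proteins (0.18), 0.0048 for zinc finger genes (0.72), -0.0075 for protocadherins (0.91) and 0.08 for the genes of Table 2 (0.55). They were -0.14 for TCRB, -0.22 for TCRG, -0.08 for Igh, -0.10 for Igk and -0.10 for Igl (each adjusted p = 0.061), and -0.02 for TCRA-D (0.93). With dye-adjusted values they were smaller at -0.039 for TCRB, -0.047 for TCRG, -0.043 for Igh, -0.033 for Igk and -0.053 for Igl. Hoxa was then also smaller at 0.057, and TCRA-D larger at 0.19. No keratin-associated gene was measured. Within dye 4 of 34 tests had an unadjusted exact p under 0.05 and 0 an adjusted one (lowest 0.27). These were zinc finger genes (-0.02 within Cy3, exact p = 0.040, and 0.03 within Cy5, exact p = 0.0079), protocadherins (0.07 within Cy3, exact p = 0.021) and TCRB within Cy5.

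At the 13 named loci the diabetic minus infected difference had an adjusted p under 0.05 at 5. These were Vmn2r89, and Pi4kb (0.22), Tmem107 (0.32), Igflr1 (0.20) and Fastk (0.14), each with an adjusted p of 0.040. Within dye Vmn2r89 alone did, and the adjusted p of the other 4 was 0.80. The remaining differences were 0.04 at Hoxd (adjusted p = 0.40), 0.14 at Hoxa (0.068), 0.09 at Armc6 (0.40), 0.19 and 0.27 at the histone loci (0.12 and 0.13), 0.14 at Abca7 (0.082) and 0.10 at Dgka (0.13). At Armc6 the difference within Cy5 was 0.27 (exact permutation test, p = 5.5e-04; adjusted over 26 tests, p = 0.014), also 0.27 against the 5 infected NOD mice alone (exact permutation test, p = 0.0079), and within Cy3 -0.24 (exact permutation test, p = 0.19). Within the 4 slides that hold both groups it was -0.098 (permutation test, p = 0.67).

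Hypotheses on the gains of M23 and M25 were tested within the gains. The gains are not independent replicates: both arrays were on the same slide, and 99.2% of M25's gains overlapped a CNA of M23. The SEM and p over gains may therefore be too small. Transcribed sequence in the test DNA would raise exon over intron probes; the difference was 0.0052 ± 0.0161 (SEM over 338 gains, above 0 in 161; permutation test, p = 0.75), which argues against it. DNA near transcription starts would raise probes within 1 kb of a start over those beyond 10 kb; the difference was 0.032 ± 0.0175 (SEM over 306 gains, above 0 in 168; permutation test, p = 0.070), which argues against a difference of 0.1 or more, the bound written beforehand. Over the gains of M23 it was 0.055 in M22 (permutation test, p = 7e-05), -0.0060 in M25 (permutation test, p = 0.71), -0.0045 in M24 (permutation test, p = 0.83) and -0.069 in M19 (permutation test, p = 5e-05), and over the gains of M25 0.090 in M23 (permutation test, p = 0.042), so a smaller part of DNA near starts is not excluded.

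The SD of the LRR over 1 Mb bins was 0.0781 ± 0.0250 (SD, n = 25) in diabetic and 0.0851 ± 0.0374 (SD, n = 17) in infected mice (permutation test, p = 0.48). Over these bins the median r of 861 pairs of arrays was 0.416, and 107 pairs had r below -0.3. CNA count, on the log2(count + 1) scale, did not go with age in the 25 diabetic mice (Pearson r = -0.32, permutation p = 0.12, and Spearman rho = -0.33, permutation p = 0.11). Without the 2 mice farthest from the median age Pearson r was -0.37 (permutation p = 0.082), and on Cy3 arrays -0.32 (permutation p = 0.15).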
